# Profiling Trait Anxiety: Transcriptome Analysis Reveals Cathepsin B (*Ctsb*) as a Novel Candidate Gene for Emotionality in Mice

**DOI:** 10.1371/journal.pone.0023604

**Published:** 2011-08-29

**Authors:** Ludwig Czibere, Laura A. Baur, Anke Wittmann, Katja Gemmeke, Andrea Steiner, Peter Weber, Benno Pütz, Nafees Ahmad, Mirjam Bunck, Cornelia Graf, Regina Widner, Claudia Kühne, Markus Panhuysen, Boris Hambsch, Gabriele Rieder, Thomas Reinheckel, Christoph Peters, Florian Holsboer, Rainer Landgraf, Jan M. Deussing

## Abstract

Behavioral endophenotypes are determined by a multitude of counteracting but precisely balanced molecular and physiological mechanisms. In this study, we aim to identify potential novel molecular targets that contribute to the multigenic trait “anxiety”. We used microarrays to investigate the gene expression profiles of different brain regions within the limbic system of mice which were selectively bred for either high (HAB) or low (LAB) anxiety-related behavior, and also show signs of comorbid depression-like behavior.

We identified and confirmed sex-independent differences in the basal expression of 13 candidate genes, using tissue from the entire brain, including coronin 7 (*Coro7*), cathepsin B (*Ctsb*), muscleblind-like 1 (*Mbnl1*), metallothionein 1 (*Mt1*), solute carrier family 25 member 17 (*Slc25a17*), tribbles homolog 2 (*Trib2*), *z*inc finger protein 672 (*Zfp672*), syntaxin 3 (*Stx3*), ATP-binding cassette, sub-family A member 2 (*Abca2*), ectonucleotide pyrophosphatase/phosphodiesterase 5 (*Enpp5*), high mobility group nucleosomal binding domain 3 (*Hmgn3*) and pyruvate dehydrogenase beta (*Pdhb*). Additionally, we confirmed brain region-specific differences in the expression of synaptotagmin 4 (*Syt4*).

Our identification of about 90 polymorphisms in *Ctsb* suggested that this gene might play a critical role in shaping our mouse model's behavioral endophenotypes. Indeed, the assessment of anxiety-related and depression-like behaviors of *Ctsb* knock-out mice revealed an increase in depression-like behavior in females.

Altogether, our results suggest that *Ctsb* has significant effects on emotionality, irrespective of the tested mouse strain, making it a promising target for future pharmacotherapy.

## Introduction

Most behavioral patterns are shaped by both genetic and environmental influences. Genetic factors first determine a set but flexible framework, and then environmental influences fix the respective behavior within the genetically given constraints. These two influences appear to be the most important actors in the developmental process. Thus, some of us are predisposed to never develop any kind of psychiatric disorder, whereas others might succumb from only minor external stimuli [1], [2], [3].

Multiple mechanisms that increase anxiety have evolved in the animal kingdom [4]. Since these systems are very old in evolutionary terms, many other molecular systems have since evolved to control anxiety, closely connected stress-induced physiological responses, and to re-establish a homeostatic state afterwards. Twin studies of anxiety and depression enable scientists to estimate the heritability of psychiatric disorders, with estimates for the heritability of major depression and phobia spectrum disorders ranging from 28 to 60%. These studies also show increased prevalence of these disorders within some families, while others are completely unaffected [5], [6], [7], [8]. Since approximately 40% of the population of industrialized countries is at risk to develop some kind of anxiety or mood disorder [9], the costs of treatment and economic losses caused by these disorders are large and steadily increasing. The mechanisms underlying the etiology of these disorders are not well characterized, and the efficacy of current therapies is not high enough to result in full recovery of many patients. These facts underline the urgent need for new, more effective therapeutic methods with fewer side effects.

Since psychiatric and behavioral traits are linked to a wide variety of genomic regions, with each region contributing less than 10% to the total phenotypic variation (quantitative trait locus), it is important to screen a large number of loci to reveal the impact of a single genomic locus. The key problem of quantitative trait locus analysis for complex psychiatric disorders is that, in most cases, linkage or association studies deal with rather small effect sizes that are difficult to reproduce in human studies, and low marker densities are common in animal studies [10], [11], [12]. For the latter, the identified regions may contain many genes, and finer mapping usually requires a large expenditure of time and money.

One alternative approach that can still identify the genes involved in shaping a specific phenotype is gene expression profiling. Since current technology cannot characterize patients by the molecular biological processes in their brains, the best way to explore these mechanisms is through animal models. Since the exonic genome parts of rodents are approximately 92% homologous to those of humans, rodents with their short reproduction time are prime candidates for use in these models [13], [14].

The high (HAB) and low (LAB) anxiety-related behavior mouse model, used to analyze the traits of anxiety and depression, has been well described and characterized. It has also been validated in a variety of behavioral tests, which assess both anxiety-related (such as elevated plus-maze – EPM, light/dark box test, ultra sonic vocalization – USV) and depression-like (tail-suspension test – TST, forced swimming test – FST) behaviors. As a further validation, the administration of diazepam results in a decrease in measured anxiety-related behavior in the USV in HAB, but not LAB, mice [14], [15]. Some genes have already been proposed as contributors to the observed phenotypes in this model, including arginine vasopressin-neurophysin II-copeptin *(Avp)*, which is significantly less expressed in LAB mice compared to HAB and wildtype CD-1 mice. Importantly, LAB mice have been identified as carrying a single-nucleotide polymorphism homozygously in the *Avp* gene, as well as a deletion of 12 bp in the promoter region. Either of these could lead to a reduction in gene expression or mRNA processing, resulting in a decreased amount of the peptide, and ultimately causing a 50% reduction in bioactive AVP and a non-grave variant of familial *diabetes insipidus* [16], [17]. Similar findings also exist for glyoxalase 1 (*Glo1*), enolase phosphatase (*Enoph1*) and the transmembrane protein 132 D (*Tmem132d*) [15], [18], [19], [20].

Thus, the HAB/LAB model, with its strongly genetically fixed background, is ideal for deeper molecular characterization. As identification of differential gene and protein expression between both lines has revealed more gene sequence-based differences [19], a comprehensive screening on gene expression had become more important. Therefore, we focused on the emotion-regulating parts of the limbic system and the brain regions closely connected to them: the hypothalamic paraventricular nucleus (PVN), the supraoptic nucleus (SON), the basolateral (BLA) and central (CeA) amygdala, and the cingulate cortex (Cg), as well as the *nucleus accumbens* (NAc) and dentate gyrus (DG). Our previous results support the hypothesis that these regions are critical in producing the respective endophenotypes in HAB/LAB mice [21].

To gain insight into differences at the gene expression level that could underlie the observed anxiety-related endophenotypes, we conducted a comprehensive overview of gene expression in these brain regions, utilizing the MPIP24k microarray and the MouseWG-6 v1.1 Expression BeadChip-system (Illumina, San Diego, CA), which provided information from about 45,000 unique probes. As gene expression data from microarray analyses are generally not seen as being stably reproducible, these results were further confirmed by quantitative polymerase chain reaction (qPCR), and partial confirmation was obtained by *in situ* hybridization analyses. We further expanded our analyses by looking at the underlying DNA sequences, and finally characterized a knock-out (KO) mouse for Cathepsin B (*Ctsb*), the candidate gene that showed the most prominent variations throughout our data.

## Results

### Microarray, qPCR and *in situ* hybridization

In a negative control experiment, hybridizing identical dye-swapped samples from the MPIP24k arrays did not return a single statistically significant result. 

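Gene expression of HAB and LAB mice was compared in 7 brain regions on the MPIP24k array, which carries 24192 cDNA spots. RNA of 6 HAB males and of 6 LAB males, 10 weeks old and of generation 16, was pooled by line in the PVN, BLA, CeA, NAc, medial amygdala (MeA), Cg and SON. Each pair of pools was hybridized on 10 arrays, 5 with HAB in Cy3 and 5 with the dyes exchanged, giving 70 arrays. The scanner intensities were background corrected, smoothed by loess and expressed as log2 of HAB over LAB, so that a positive value is higher in HAB mice. The arrays of a region were averaged to 1 value per probe, and limma tested over the 7 region values whether the lines differed, with Benjamini-Hochberg adjustment. A region holds 1 pool per line and all regions come from the same mice. These p-values therefore weigh the mean difference over the regions of 1 set of pools against a moderated variance. A small value does not show that a difference is even over the regions. As p-values of the lines, all of them are too small. Within a region, a probe was counted when its mean difference was at least 1.3-fold and all 10 arrays had its direction.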

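Over the 7 regions, 26 genes were higher and 37 lower in HAB than in LAB mice. Beside the candidate Rab6, the largest differences toward HAB were found for an unannotated clone (5730540D15, log2 HAB/LAB 2.15, adjusted p = 1.63e-09) and for cellular nucleic acid binding protein, a zinc finger protein that binds RNA (1.95, SE 0.126, adjusted p = 3.93e-10), each higher in 7 of 7 regions, but a second probe of the latter stood at -0.13. SMT3 homolog 2, a SUMO modifier of other proteins, was higher in HAB (log2 1.45, adjusted p = 4.62e-09, 7 of 7 regions), and its second probe, near the empty spots, stood at 0.06. Protease, serine, 25 was higher by a smaller amount (0.93, SE 0.121, adjusted p = 8.49e-05, 7 of 7 regions). SMT3 homolog 2 lay above the empty spots on 50 HAB and 19 LAB channels of the 70 arrays and protease, serine, 25 on 44 and 23, so that the size of these 2 differences is uncertain. These counts come from limma on 22824 probes of 17292 genes, of which 69 probes passed, 29 higher and 40 lower in HAB, and 64 of them had the same direction in every region. All 69 differed by at least 1.3-fold and 9 by at least 2-fold. The study's first selection rule (1.3-fold in every region, 1.4-fold in at least 1, adjusted p under 0.05) was met by 11 genes on these arrays, 6 higher and 5 lower in HAB. Of the probes, 6955 lay above the empty spots.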

From all MPIP24k and Illumina platform-based microarray experiments, we found over 300 candidate genes which were differentially regulated between HAB and LAB mice in all analyzed brain regions. All data are available in the NCBI GEO database under the accession number GSE29015. 

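Of the 33 genes marked in Table S1, 26 were matched to a spot of the MPIP24k array. The others, among them Trib2 and Pdhb, were not matched, which does not show that the array lacks them. Of the 26, 9 differed between the lines over the 7 regions, 3 higher and 6 lower in HAB mice. Rab6, a small GTPase of Golgi transport, was 4.27-fold higher in HAB (log2 HAB/LAB 2.10, SE 0.128, adjusted p = 1.57e-10, limma over 7 regions). The beta-globin gene Hbb-b1 was 1.79-fold higher (0.84, SE 0.122, adjusted p = 0.000342), most in the SON (1.88, SD 0.51, 10 of 10 arrays). Among the genes lower in HAB were 5230400G24Rik, also known as the mitochondrial fission factor Mff (-1.11, SE 0.089, adjusted p = 1.43e-08), and Ccdc104 (-0.77, SE 0.081, adjusted p = 2.55e-06). Each of these 4 genes had its direction in 7 of 7 regions. A second Rab6 probe gave 2.08 and the other 2 gave 0.10 and 0.03, the other probes of Hbb-b1 gave 0.85 and 0.47, those of 5230400G24Rik gave -0.78 and -0.07, and that of Ccdc104 gave -0.27. The other 17 matched candidates did not pass. Adjusted over the list alone, 4 were higher and 7 lower, which is not independent evidence, since the study chose this list on these samples. As a set the list was shifted toward lower expression in HAB (camera adjusted p = 0.0297; adjusted p = 0.322 with an estimated correlation), with a mean of -0.12 and a median of 0.02, so that the shift rests on its largest members.

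**Figure D1:**
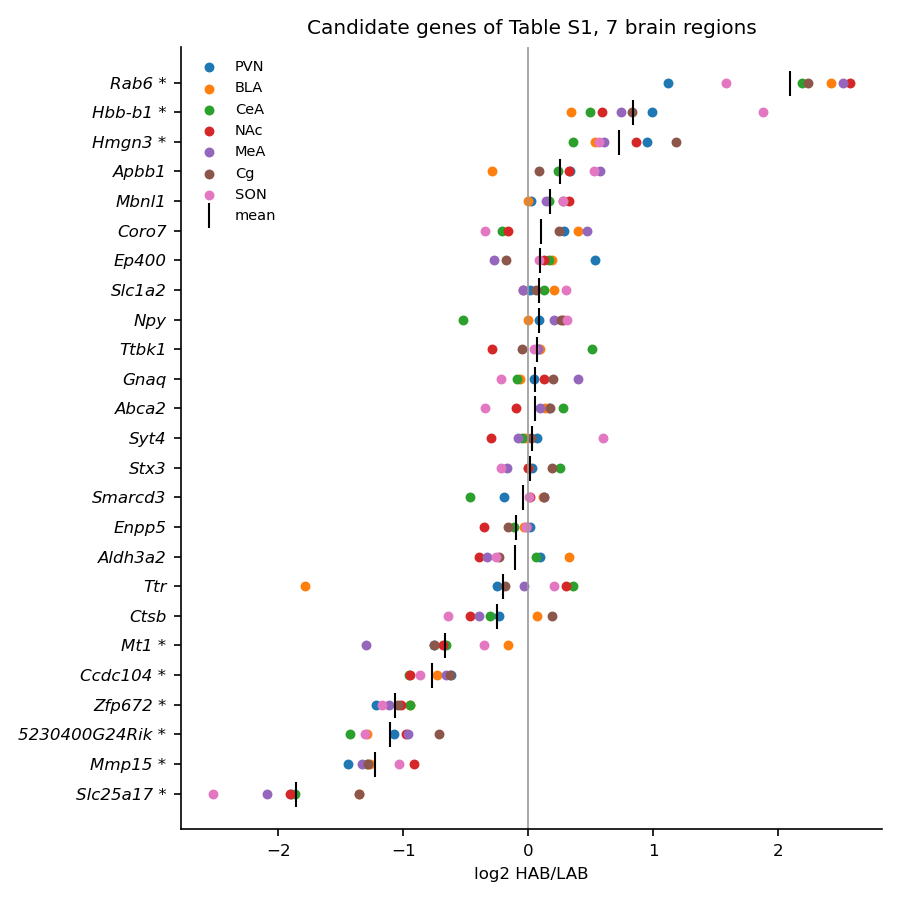
Log2 HAB/LAB of 25 of the 26 Table S1 candidates matched to the array in each of the 7 regions; each value is the mean of 10 arrays of 1 HAB pool and 1 LAB pool.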

From these, the top 32 candidates were investigated in the follow-up qPCR experiment and other analyses (Table S1, excerpt Fig. 1B). In every experiment (that is, throughout all brain regions), ATP-binding cassette, sub-family A member 2 *(Abca2)*, *Ctsb*, ectonucleotide pyrophosphatase/phosphodiesterase 5 *(Enpp5)*, and tau tubulin kinase 1 *(Ttbk1)* displayed the largest difference in regulation between lines (>500%). 

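On the MPIP24k arrays, Abca2, a lipid transporter, had a log2 HAB/LAB of 0.06 (SE 0.086) over the 7 regions, with 5 regions above 0. A second Abca2 probe stood at -0.16, above the empty spots on 4 HAB and 7 LAB channels of the 70 arrays. The cysteine protease gene Ctsb was at -0.25 (SE 0.094), lower in HAB in 5 of 7 regions. Enpp5, which encodes a nucleotide-metabolizing enzyme, was at -0.10 (SE 0.080), and Ttbk1, a kinase of the tau protein, at 0.07 (SE 0.088). None of the 4 genes passed the limma test over regions (adjusted p = 0.969 for Abca2, 0.604 for Ctsb, 0.921 for Enpp5 and 0.956 for Ttbk1). Enpp5 lay above the empty spots on 43 HAB and 45 LAB channels of the 70 arrays. Ctsb did so on 10 and 12, Abca2 on 22 and 16 and Ttbk1 on 10 and 7, so that these 3 genes were mostly near the empty spots.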

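Transthyretin (Ttr), a carrier of thyroid hormone made mainly by the choroid plexus, was far lower in the HAB than in the LAB pool of the BLA. Its 3 probes gave log2 HAB/LAB of -1.79 (SD 0.50), -3.22 (SD 0.58) and -2.72 (SD 0.66) over 10 arrays, lower in HAB on 10 of 10 arrays each. In the BLA the 3 probes lay above the empty spots on 1, 4 and 4 of the 10 HAB channels and on 6, 10 and 10 of the LAB channels, so that the size of the decrease is uncertain. On the 60 arrays of the other regions the second and the third probe did so on 2 HAB channels each. For LAB these were 1 and 0 channels. The signal of these 2 probes thus stood out in the BLA, above all in its LAB pool. Their line ratios in the other regions cannot be read. The first probe was above the empty spots there on 30 HAB and 24 LAB channels. Only its ratios therefore compare the BLA with the other regions. In the other 6 regions, the first probe lay between -0.25 and 0.36, the second between -0.57 (Cg, 9 of 10 arrays lower in HAB) and 0.27 and the third between -0.04 and 0.30. For the first probe the line difference was unequal over the regions (limma F-test at array level, adjusted p = 1.14e-11), a test between arrays of the same pools rather than between mice. The BLA arrays were scanned on 2 days, and on the day with 7 arrays the first and second probe stood at -1.69 and -3.31, on the day with 3 arrays at -1.93 and -2.77. The median of 14 measured markers of the choroid plexus and ependyma in the BLA was -0.20, at percentile 0.2 of random lists matched on intensity, and by day it was -0.14 and -0.37. Beside Ttr only 2 of them lay above the empty spots there, Enpp2 (-1.49) and Cldn2 (-0.04).

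**Figure D2:**
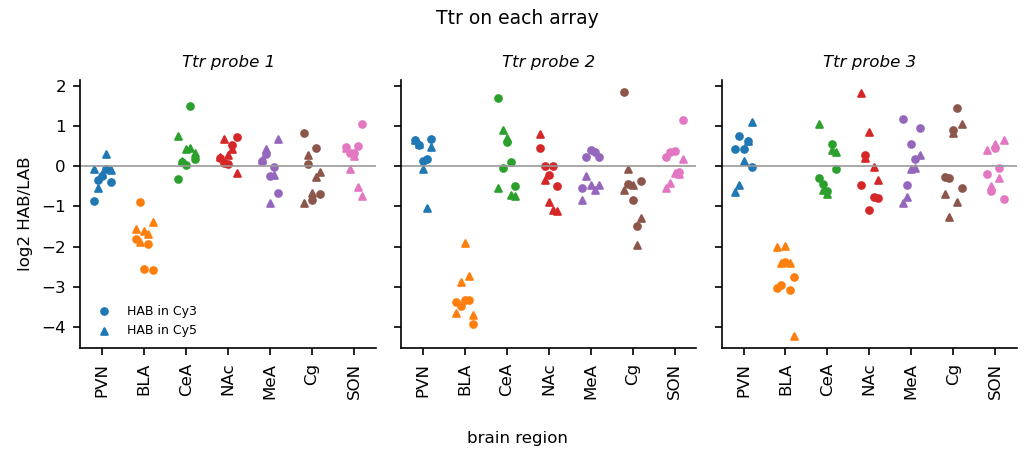
Log2 HAB/LAB of the 3 Ttr probes on each of the 10 arrays of every region; the arrays are technical replicates of 1 HAB pool and 1 LAB pool.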

Other genes also attracted our attention, like transthyretin *(Ttr)* in the BLA and synaptotagmin 4 *(Syt4)* in the PVN, CeA and BLA. These were oppositely regulated between our two lines, but only in single brain regions. However, we focused on the other genes for this study, as we hypothesized that changes in regulation between most brain regions are more likely to represent general systemic changes, and are therefore more likely to be associated with changes in the phenotypes under consideration. 

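Synaptotagmin 4 (Syt4), a protein of synaptic vesicles, was measured by 6 probes that did not move together. Its brightest probe stood near 0 in the PVN (0.07, SD 0.24), BLA (-0.03, SD 0.56) and CeA (-0.05, SD 0.46), and in the SON at 0.60 (SD 0.61, 8 of 10 arrays), which came from the arrays with HAB in Cy3 (1.16, and 0.04 with HAB in Cy5). A second probe was higher in HAB in the BLA (1.34, SD 1.07, 9 of 10 arrays), CeA (0.89, SD 0.66, 9 of 10) and SON (1.53, SD 0.28, 10 of 10) and lower in the PVN (-0.61, SD 0.33, 10 of 10). For this probe the line difference was unequal over the regions (limma F-test at array level, adjusted p = 7.9e-16). In the BLA it was 2.24 (SD 0.48) on the 5 arrays with HAB in Cy3 and 0.44 (SD 0.59) on the 5 with HAB in Cy5, and in the CeA 1.47 and 0.30, whereas the SON gave 1.48 and 1.57. A further probe, above the empty spots on 54 HAB and 51 LAB channels of the 70 arrays, was higher in HAB in the MeA (0.80, SD 0.57, 10 of 10), and the other 3 probes lay mostly near the empty spots. On the 2 scanning days of the BLA, the second probe stood at 1.48 and 0.99 and the brightest at 0.03 and -0.15; the smaller scanning day of the CeA holds 1 dye orientation, so it gives no value.

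**Figure D3:**
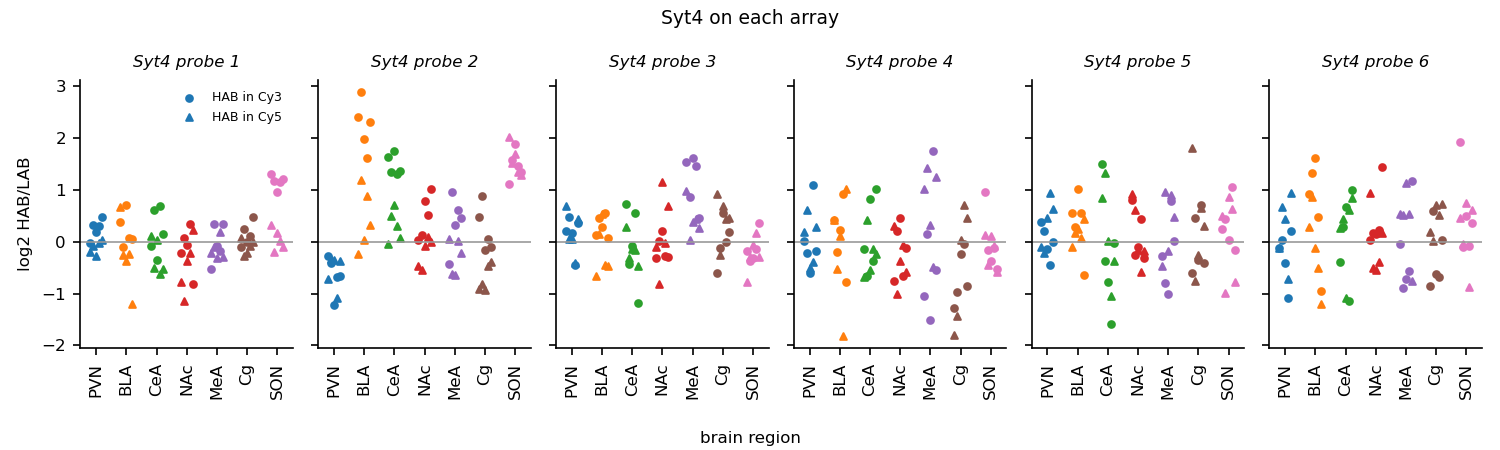
Log2 HAB/LAB of Syt4 probes on each of the 10 arrays of every region, by dye orientation; the arrays are technical replicates of 1 HAB pool and 1 LAB pool.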

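Most probes counted as different between the pools were counted in 1 region only, which does not exclude a difference elsewhere. In the PVN, insulin induced gene 1, a brake on sterol synthesis, was lower in HAB (-0.97, SD 0.32), and spastic paraplegia 4 homolog, which severs microtubules, was higher (1.26, SD 0.70). In the NAc, ribosomal protein S3a was higher (1.34, SD 0.44). In the Cg, Fyttd1, an mRNA export factor, was higher (1.39, SD 0.83) and Socs6, a regulator of cytokine signalling, lower (-1.49, SD 0.46). Stem cell growth factor was lower in HAB in the BLA (-2.36, SD 0.57), F-box only protein 3 higher in the MeA (1.07, SD 0.52), Mtss1 lower in the CeA (-0.96, SD 0.60) and hypothetical protein B130031L15 higher in the SON (1.39, SD 0.60), each with 10 of 10 arrays in its direction. Of these genes, insulin induced gene 1, spastic paraplegia 4 homolog, ribosomal protein S3a, F-box only protein 3 and B130031L15 also passed the test over the 7 regions. Fyttd1 has 4 probes and insulin induced gene 1 has 3. Stem cell growth factor, Mtss1 and spastic paraplegia 4 homolog have 2 each. The values are those of the counted probe alone, and the other probes of these genes are not reported here. Counted in this way, the pools differed in 58 probes higher and 110 lower in HAB in the PVN, 13 and 38 in the BLA, 105 and 126 in the CeA, 147 and 307 in the NAc, 64 and 70 in the MeA, 175 and 188 in the Cg and 73 and 54 in the SON. Of 1171 probes counted in any region, 941 were counted in 1 region, 225 in 2 to 6 and 5 in all 7, and 75 had opposite directions in different regions. Simulated array noise with no difference between the pools gave 27 to 41 counted probes per region (35 in the BLA) and 0 past limma. With limma over the 10 arrays and a dye term, the numbers passing were 88, 23, 16, 290, 26, 121 and 18 in the same order of regions, and with the replicate number as a block 25, 17, 7, 86, 9, 10 and 15. In the NAc and Cg together, 88 probes were lower in HAB in both, and without them the NAc holds 366 counted probes and the Cg 275.

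**Figure D4:**
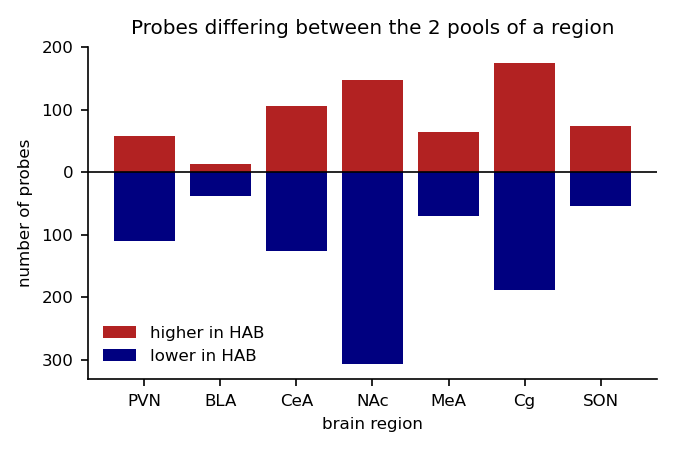
Number of probes counted as higher or lower in the HAB than in the LAB pool of each region (at least 1.3-fold, all 10 arrays in 1 direction).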

We were able to confirm differences in gene regulation for 13 of the selected genes, by using qPCR on mRNA from the entire brain, with twelve of the candidates delivering statistically significant results (p<0.05; Figure 1A). 

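Syntaxin 3 (Stx3), a membrane protein of vesicle fusion, had a log2 HAB/LAB of 0.01 (SE 0.082) over the 7 regions on the MPIP24k arrays. It was highest in the CeA (0.25) and lowest in the SON (-0.22), and in the BLA it stood at 0.00. The limma test over regions gave an adjusted p of 0.994. The brightest of its 2 probes lay above the empty spots on 10 HAB and 7 LAB channels of the 70 arrays.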

Although the results for syntaxin 3 *(Stx3)* showed an opposite effect in the microarray experiments (higher in HAB than in LAB mice) compared to the qPCR, we can rely on the data of the qPCR, as the qPCR data has been replicated a second time with independent samples from the BLA (Fig. 2A). The relatively high number of SNPs detected in the 15^th^ exon of *Stx3* (Table S2) could also explain the higher affinity of *Stx3* probes for the HAB-specific mRNA in the microarray experiment. For most genes, the difference in regulation is independent of sex, as the microarray analyses were performed with male mice, and the validation by qPCR was performed with male mice as well as female mice. Thus, for the genes coronin 7 *(Coro7)*, *Ctsb*, muscleblind-like 1 *(Mbnl1)*, matrix metallopeptidase 15 *(Mmp15)*, *Mt1*, solute carrier family 25 member 17 *(Slc25a17)*, tribbles homolog 2 *(Trib2)*, *z*inc finger protein 672 *(Zfp672)* and *Stx3*, differential expression could be demonstrated irrespective of sex in HAB *vs.* LAB mice.

**Figure 1:**
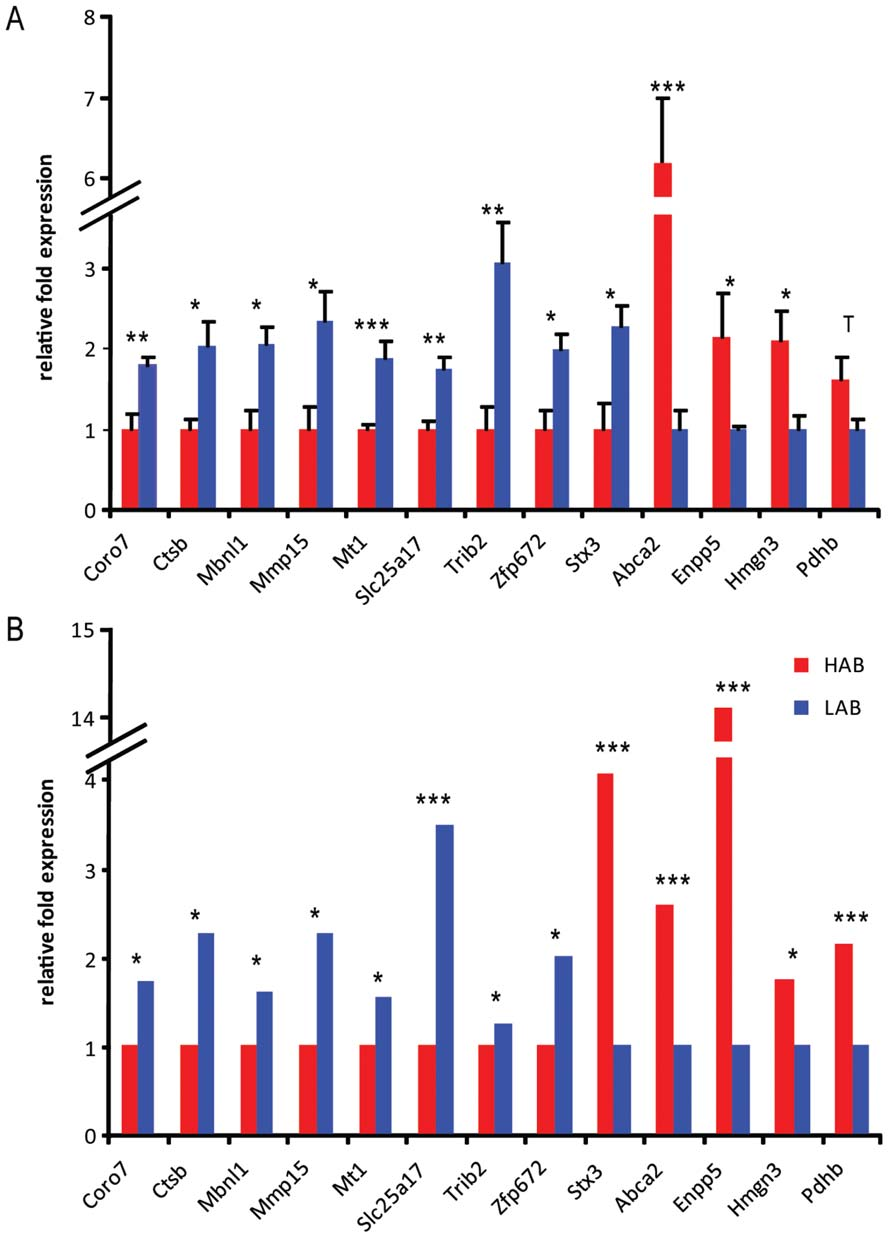
Gene expression profiles of HAB *vs.* LAB mice in multiple brain regions. (A) gene expression confirmed by quantitative PCR and (B) as detected by microarray-based gene expression analysis. N = 6–10 per group. Data are presented as means and for (A) +SEM; T p<0.1, * p<0.05, ** p<0.01, *** p<0.001.

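Mmp15, a membrane-bound matrix metalloproteinase, was 2.33-fold lower in HAB than in LAB mice on these arrays (log2 HAB/LAB -1.22, SE 0.083, adjusted p = 9.03e-10, limma over 7 regions). It was lower in 7 of 7 regions, from -0.92 in the NAc to -1.45 in the PVN. Coro7, a coronin of the Golgi, stood at 0.10 (SE 0.098, adjusted p = 0.932), with 4 regions above 0, and its second probe at -0.08, below 0 in 6 of 7 regions. The first lay above the empty spots on 12 HAB and 8 LAB channels of the 70 arrays, too few to give its direction. Mbnl1, a regulator of splicing, was above 0 in 7 of 7 regions by a small amount (0.17, SE 0.080, adjusted p = 0.765) and did not pass. With HAB in Cy3 alone, Mbnl1 gave 0.49 and passed (adjusted p = 0.0463), and with HAB in Cy5 alone it gave -0.14 and did not.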

**Figure 2:**
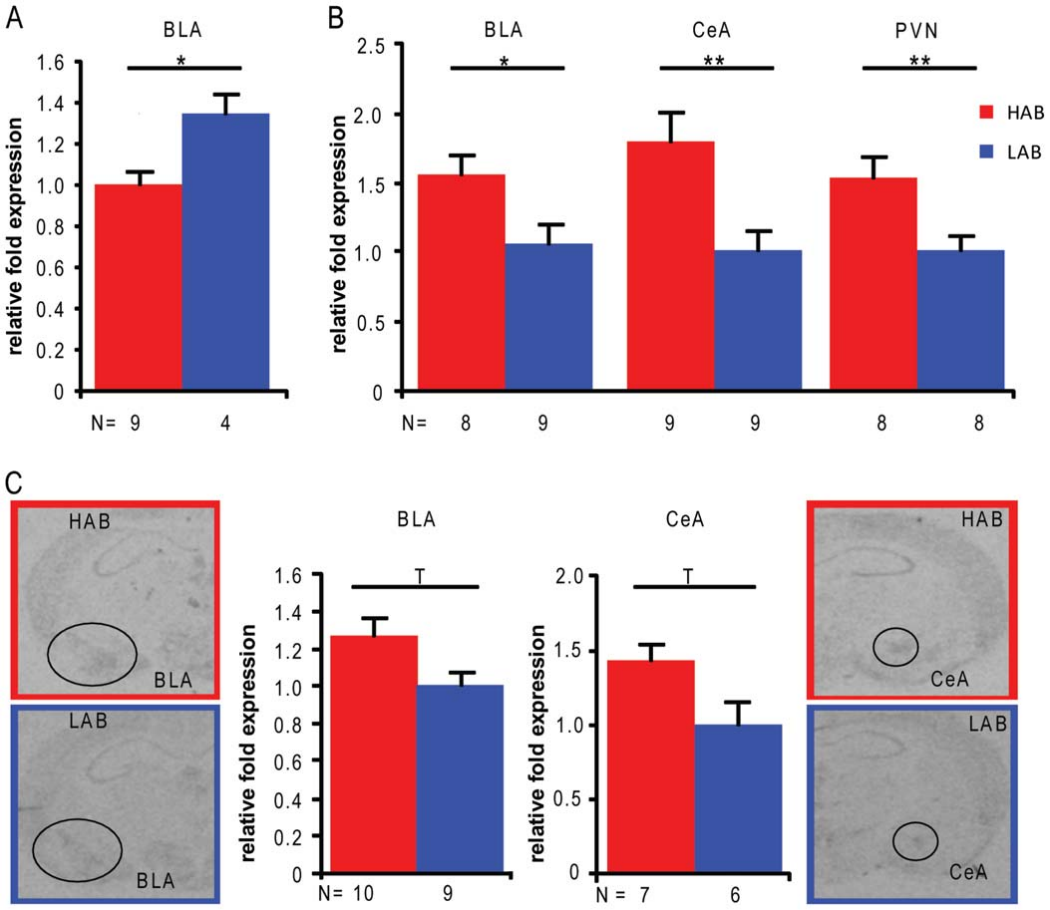
Region-specific gene expression in HAB *vs.* LAB mice. Expression (A) of Syntaxin3 (*Stx3*) in the basolateral amygdala (BLA) and (B) of synaptotagmin 4 (*Syt4*) in the BLA, the central amygdala (CeA) and the hypothalamic paraventricular nucleus (PVN) as measured by quantitative PCR and (C) *Syt4* quantified from *in sit*u hybridization. Data are presented as means +SEM; T p<0.1, * p<0.05, ** p<0.01.

Differential expression of *Ttr* in the BLA could not be confirmed, in contrast to *Syt4*, where qPCR (Fig. 2B) and *in situ* hybridization (Fig. 2C) detected significantly higher expression in the PVN, CeA and BLA of HAB compared to LAB mice.

### Sequencing

We used sequencing to identify possible molecular correlates of differences in gene expression between HAB and LAB mice. Analysis of the HAB and LAB *Mt1* locus failed to reveal any genetic differences. In contrast, many polymorphic loci were identified at the *Ctsb* locus. Here, we found 76 SNPs, eight insertions and nine deletions in HAB *vs.* LAB mice (defining insertion and deletion relative to the mouse strain C57BL/6J). In the promoter region, ten SNPs and two insertions were found. In these ten exons, eight polymorphic sites (all SNPs) were identified (Fig. 3). The vast majority of variations were found in the introns and the downstream enhancer region (Table S3). Interestingly, about six variations are located within a single 230 bp sequence (between −2,269 and −2,045 bp in the promoter). A similar density of polymorphic sites was found in the third and fourth intron, where 18 variations were found in a 550 bp sequence, and 12 additional variations were found in another 400 bp sequence. Additionally, condensation of twelve variable sites could be identified in the downstream enhancer region (at a length of 350 bp).

**Figure 3:**
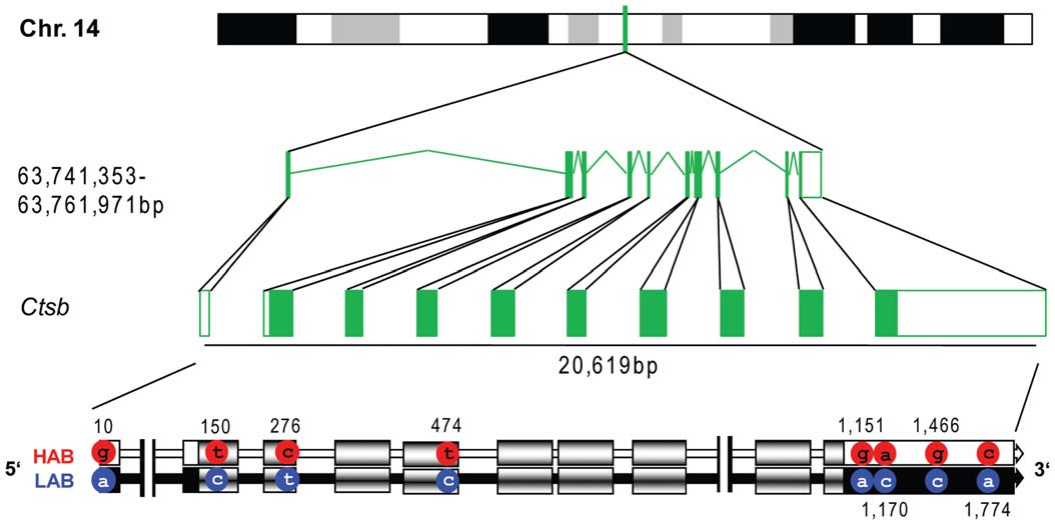
Cathepsin B *(Ctsb)* gene sequence of HAB *vs.* LAB mice. Polymorphic sites are shown with positions in the coding sequence referenced to the transcription start in the spliced mRNA in bp. Exons and untranslated regions (UTRs) are indicated by boxes (exons shaded, UTRs completely filled black or white).

Sequencing of the primer binding sites of the genes we analyzed with qPCR did not reveal any polymorphisms, thus validating the qPCR results. The identified SNPs in the respective sequences are summarized in Table S2. Notably, the ones in *Hmgn3* cause amino acid substitutions.

### Behavioral testing of KO mice

We could not identify any significant differences in bodyweight between the *Ctsb* ^+/+^ wildtype (WT), *Ctsb* ^+/−^ heterozygous (HET) and their *Ctsb* ^−/−^ KO littermates, for both male and female mice (data not shown). The average weight difference between male and female mice was 5–6 g.

With respect to locomotion, there were no significant differences between any of the groups, as measured with the EPM (all arm entries, distance traveled) and the open field (OF; distance traveled; Fig. 4A and B). None of the other parameters assessed on the EPM revealed significant differences (data not shown). The data obtained from the TST were not suitable for analysis – all groups showed climbing behavior, so an evaluation regarding immobility parameters was not possible. In the OF, the different groups of male mice failed to show significant differences in the anxiety parameters (Fig. 4C), but female *Ctsb* KO mice showed a significantly decreased inner *vs.* outer zone path length ratio (Fig. 4D), combined with a decreased time spent with path length in the inner zone of the test field, reaching a statistical trend (Kruskal-Wallis H test – KWH: p<0.1, corrected Mann-Whitney U test – MWU: p<0.1 only for the WT *vs.* KO comparison; mean time spent in the inner zone ± SEM for KO: 7.6±1.0 s, HET: 11.5±1.2 s, WT: 13.0±1.7 s; mean path traveled in the inner zone ± SEM for KO: 1.2±0.2 m, HET: 1.8±0.2 m, WT: 1.9±0.2 m).

**Figure 4:**
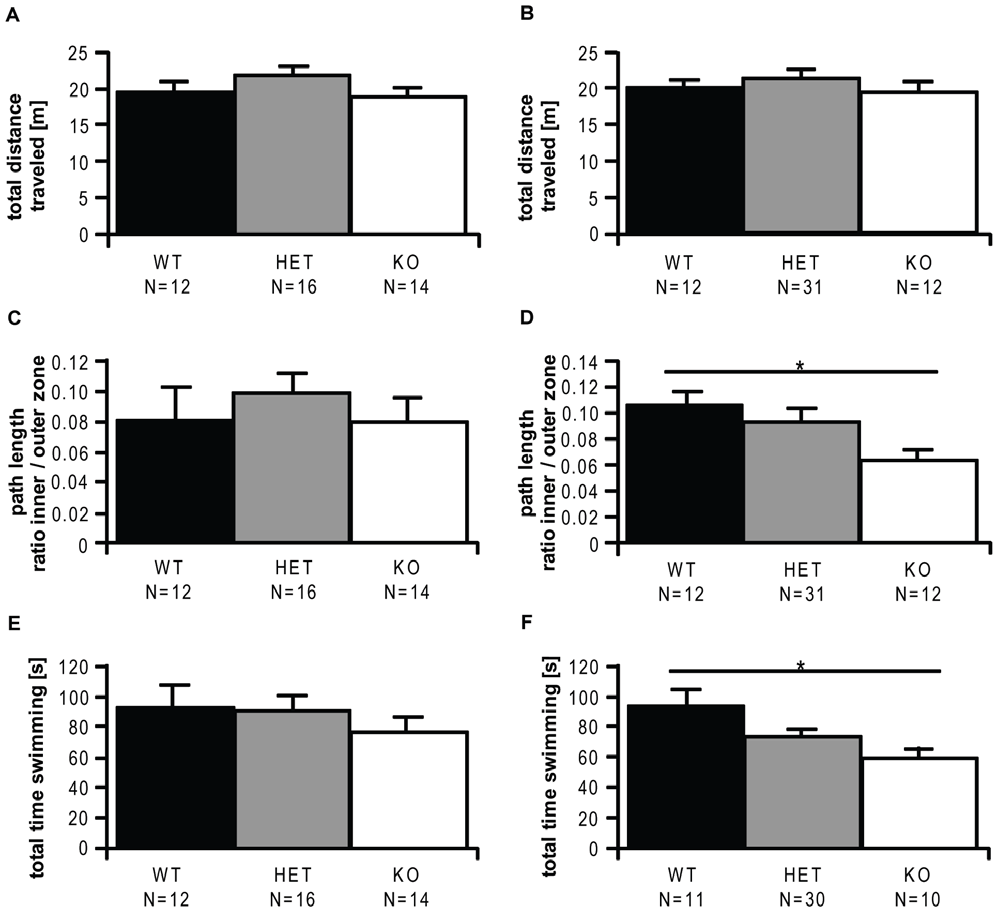
Phenotypes of Cathepsin B (*Ctsb*) knockout (KO) *vs.* heterozygous (HET) and wildtype (WT) mice. (A) Locomotion of male and (B) female mice in the open field, (C) anxiety-related behavior of male and (D) female mice as measured in the open field; (E) depression-like behavior of male and (F) female mice as reflected by the forced swim test. Data are presented as means +SEM; * p<0.05.

In male mice, a trend towards decreased exploratory drive, increased self-grooming and increased arousal was observed on the elevated platform (EPF), as also indicated by the increased gut activity in the *Ctsb* KO males compared to wildtype mice (KWH: p<0.1; mean grooming frequency±SEM for KO: 1.6±0.3, HET: 2.7±0.5, WT: 1.4±0.5; mean frequency of exploratory head-dips±SEM for KO: 30.8±2.8, HET: 43.1±3.6, WT: 35.8±1.9; mean frequency of defecation±SEM for KO: 4.4±0.6, HET: 3.1±0.5, WT: 2.5±0.5). Female mice did not show any significant difference.

Also, no differences were observed after stress exposure in the stress-reactivity test (SRT; data not shown).

Although no significant differences could be observed between WT and KO male mice (Fig. 4E) in the FST, several parameters showed significant differences when comparing female mice. Reduced swimming time indicated a less active coping strategy of *Ctsb* KO mice (Fig. 4F). A statistical trend was observed for the time spent floating in the same direction (KWH: p<0.1, corrected MWU: p<0.1 for the WT *vs.* KO and HET *vs.* WT comparisons; mean time floating±SEM for KO: 244±6.2s, HET: 241±4.8 s, WT: 215±11.1 s).

## Discussion

By comparing the HAB *vs.* LAB transcriptomes using microarray-based gene expression profiling, we succeeded in identifying 32 candidate genes that were consistently differently expressed between the two mouse lines. 

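Beside the candidates named so far, Glo1, which detoxifies methylglyoxal, was lower in HAB mice (-0.65, SE 0.086, adjusted p = 8.75e-05, 7 of 7 regions). Of 4 further Glo1 probes, 1 gave -0.86 (adjusted p = 4.82e-06) and met the first selection rule, 1 gave -0.59 (adjusted p = 0.0045), and those at -0.52 and -0.18 did not pass. Of the immediate early genes, Egr1, a transcription factor of neuronal activity, stood at 0.50 (SE 0.114) and at 1.19 in the MeA, above 0 in 5 of 7 regions (adjusted p = 0.063), and it passed with the authors' values (adjusted p = 0.028); its second probe, near the empty spots, stood at 0.00. Tested with limma on the arrays alone, 63 genes differ over the 7 regions, 17 of the 26 measured Table S1 genes do not pass, and 9 do. The paper proposes that differences shared by most brain regions are more likely than local ones to be general and to be associated with the behavioural phenotypes.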

After validation of the results by qPCR, we focused on genetic variations between the two lines in the validated genes, and were able to identify about 90 variations within the *Ctsb* gene, in contrast to the *Mt1* gene, where no polymorphisms were identified. Although none of the observed SNPs in the coding sequence caused changes in the amino acid-coding triplets, they can induce changes in mRNA stability. Finally, by testing *Ctsb* KO mice and their wildtype littermates, we could demonstrate that the KO and HET alleles resulted in modestly increased anxiety-related behavior in female mice, in accordance with the decreased expression in HAB mice. Similarly, the *Ctsb* KO and HET alleles had a robust effect on depression-like behavior in the FST. Thus, our data support the hypothesis that *Ctsb* influences depression-like behavior in HAB mice.

The differential expression of 16 genes could be confirmed, even partially independent of gender. This increases our interest in the corresponding candidate genes for anxiety, as both males and females of each mouse line display the line-specific phenotypes. The candidate genes for which differential expression in the entire brain was confirmed are: *Ctsb*, *Coro7*, *Mmp15*, *Slc25a17*, *Zfp672*, *Abca2*, *Enpp5*, high mobility group nucleosomal binding domain 3 *(Hmgn3)* and pyruvate dehydrogenase beta *(Pdhb)*, *Mt1*, *Stx3*, *Mbnl1* and *Trib2*. *Syt4*, *Tmem132d* and *Avp* were also confirmed by qPCR (the latter two have been described before [16], [20]), though their differential expression was restricted to specific brain areas. We could reproduce about 50% of our gene expression levels results through microarray analysis, which seems to be acceptable, although hypotheses of region-specific gene expression differences cannot be excluded for the genes not validated.

Regarding the identified candidate genes, other studies using KO strategies have already shown that *Abca2* and *Syt4* make significant contributions to phenotypes closely related to the endophenotypes we focus on. *Abca2* KO mice showed a decrease in body weight and decreased locomotor abilities, as well as an increased susceptibility to environmental stress [22]. The last point especially suggests parallels to LAB mice, as qPCR also confirmed that the LAB mice only expressed <20% of the *Abca2* mRNA when compared to HAB mice.

Synaptotagmins, which comprise a large family of proteins that regulate vesicle trafficking in neurons, are widely considered the presynaptic “calcium sensor” in neuronal exocytosis [23], [24], [25], and are highly evolutionary conserved. *Syt4* KO mice, in comparison to WT animals, showed reduced anxiety- and depression-like behaviors in various tests, as well as enhanced locomotion in the OF [26]. This finding supports results obtained from our HAB and LAB mice, which showed increased expression of this gene in the CeA, BLA and the PVN of HAB mice. Thus, it appears likely that *Syt4* contributes to the behavioral differences observed in our animal model, and it has to be considered as another candidate gene, which might influence emotionality [25], [27], [28], [29].

The *Coro7* gene transcript and its protein have been shown to be important in brain development [30], [31]. *Mmp15* and its gene product are not well characterized with respect to brain functions, but they seem to play a role in inflammation- and oncogenesis-related processes [32], [33]. *Slc25a17* is a peroxisomal ATP transporter [34], which makes this candidate gene an interesting player in neurometabolism. 

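By its brightest probe, the peroxisomal transporter gene Slc25a17 was strongly decreased over the 7 regions, 3.62-fold lower in HAB than in LAB mice (log2 HAB/LAB -1.86, SE 0.108, adjusted p = 1.17e-10, limma). It was lower in 7 of 7 regions, with 10 of 10 arrays in each, from -1.35 in the BLA to -2.53 in the SON, and the line difference was unequal over regions (adjusted p = 0.0027, array level). A second Slc25a17 probe stood at 0.11, and the mean of both gave -0.87. The candidate Pdhb was not matched to a spot and was not measured. Without it, genes of oxidative phosphorylation and pyruvate dehydrogenase did not shift as a set (camera adjusted p = 0.668). Of 50 measured members 1 passed, the cytochrome oxidase subunit Cox8a (0.50, SE 0.095, adjusted p = 0.00982), also 1 when adjusted over the list alone. It lay above the empty spots on 29 HAB and 16 LAB channels of the 70 arrays. Its second probe was at 0.08, and without the PVN, MeA or SON Cox8a no longer passed (adjusted p = 0.0657, 0.0529 and 0.0865).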

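Zfp672, a zinc finger protein with a presumed role in transcription, was 2.09-fold lower in HAB than in LAB mice (log2 HAB/LAB -1.07, SE 0.078, adjusted p = 2.77e-09, limma over 7 regions). The difference was nearly equal in size across the brain, from -0.95 in the BLA and CeA to -1.22 in the PVN, and a difference between regions did not pass (adjusted p = 0.911, array level). The array holds 1 probe for this gene.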

The zinc finger protein *Zfp672* is a putative transcription factor that has been identified as differentially expressed between HAB and LAB mice. Similarly, *Hmgn3* was found to be 2-fold overexpressed in HAB relative to LAB mice. 

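Hmgn3, a chromatin protein that binds nucleosomes, was 1.65-fold higher in HAB than in LAB mice (log2 HAB/LAB 0.72, SE 0.093, adjusted p = 6.91e-05, limma over 7 regions). It was higher in 7 of 7 regions, most in the Cg (1.18, SD 0.46) and PVN (0.95, SD 0.30) and least in the CeA (0.36, SD 0.52), and the regions differed (adjusted p = 0.0111, array level). A second probe gave 0.58 (adjusted p = 0.00556).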

The two SNPs identified (rs13474367 and rs13474366) are non-synonymous coding. The first one – in all known transcript variants – represents a substitution of serine in HAB by proline in LAB mice, while the second one would only affect the amino acid sequence derived from two transcript variants, changing glutamic acid to lysine in LAB mice. Generally, HMGN family proteins significantly contribute to the differential expression of many genes [35]. *Pdhb* deficiency caused by mutations has been found to cause severe damage to amino acid neurometabolism in humans [36].

Darios and Davletov [37] described the importance of *Stx3*, which encodes a membrane protein required for neurite growth and neural development as an activator of SNARE complexes. Arachidonic acid also plays an important role in STX3 action, highlighting the impact of metabolism as a potential cofactor fundamental to neurometabolism, and therefore brain function [37]. 

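Genes of synaptotagmins, SNARE proteins and vesicle exocytosis, the machinery of transmitter release, did not shift as a group between the lines. Of 38 measured members, 0 passed limma over the 7 regions and 0 when adjusted over the list alone (camera adjusted p = 0.668, median 0.01). The members with the smallest adjusted p were Syt11 (0.24, SE 0.094, 6 of 7 regions, adjusted p = 0.677), Vamp1 (0.21, SE 0.091, adjusted p = 0.756) and Sv2b (-0.16, SE 0.087, adjusted p = 0.844). Syt11 was unequal over regions (adjusted p = 0.0063, array level), at 0.61 in the BLA and -0.19 in the PVN. Of these members, 21 lay above the empty spots.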

In HAB *vs.* LAB mice, expression differences in *Stx3* have been identified, again pointing to basic differences in neuronal function between the two mouse lines (as also demonstrated here by *Syt4*, *Pdhb* and *Slc25a17*), which have the potential to cause the observed phenotypic differences.

*Enpp5* encodes a nucleotide-metabolizing ecto-enzyme, a class of enzymes that regulate the availability of extracellular nucleotides, and therefore control signaling through purinoceptors such as the P2X ion channels. Interestingly, one P2X ion channel (P2RX7) has been identified by a number of studies as having polymorphic sites (SNPs), which are associated with bipolar disorder and major depressive disorder in a large number of patients [38], [39], [40], [41]. Thus, P2RX7 or a modulator of its substrate, *Enpp5*, could be interesting novel targets for therapeutic intervention.

It has been demonstrated that neurodegenerative diseases, as well as metabolic stress, enhance the expression of *Mt1* in perivascular regions of the cerebral cortex, predominantly in astrocytes [42]. Further experiments highlighted a connection between physical stress and increased *Mt1* expression in a variety of brain regions. Increased expression has also been observed upon subcutaneous administration of steroid hormones [43], [44]. Accordingly, *Mt1* might play a key role in the HAB/LAB mouse model, where, besides differential expression, an increased stress response to physical stressors, i.e. an enhanced release of corticosterone has been demonstrated in LAB mice [45]. 

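Metallothionein 1 (Mt1), a metal-binding protein of astrocytes, was 1.59-fold lower in HAB than in LAB mice (log2 HAB/LAB -0.67, SE 0.102, adjusted p = 0.000684, limma over 7 regions). It was lower in 7 of 7 regions, most in the MeA (-1.30, SD 0.37, 10 of 10 arrays) and least in the BLA (-0.16, SD 0.30, 7 of 10 arrays), and the regions differed (adjusted p = 0.000735, array level). The related gene Mt2, added after its value was seen, stood at -0.25 (SE 0.088, adjusted p = 0.583). Among 16 measured metallothioneins and glucocorticoid-responsive genes, 1 rose (Plekhf1, 0.88, SE 0.122, adjusted p = 0.000194) and 1 fell (Mt1), and adjusted over the list alone 2 were higher and 2 lower. As a set they did not shift (camera adjusted p = 0.668). The 10 measured genes of the stress axis and corticosteroid receptors had 0 members past the test, and 0 over the list alone.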

Interestingly, we could not detect any polymorphisms in *Mt1*, which points to causes other than genetic variations on the expression level. Still, the effect of differential expression is inherited, as the measured differences seem to be consistent over generations and independent of gender.

The highlight of our transcriptome analysis, the lysosomal cysteine peptidase *Ctsb*, is an abundant and ubiquitously expressed member of the papain family C1, and contributes to the terminal degradation of proteins in the lysosome. However, there is increasing evidence that *Ctsb* has more specific functions in health and disease. In particular, KO mice have demonstrated that *Ctsb* plays a major role in pathological trypsinogen activation in the early course of experimental pancreatitis, and contributes to TNF-alpha induced hepatocyte apoptosis [46], [47].

Of the members of the C1 family of cysteine peptidases, *Ctsb* is by far the most abundant in the brain (compare http://www.brain-map.org/). However, *Ctsb* KO mice do not show any obvious, distinct neurological phenotype [21], which is potentially due to compensation or even rescue of the KO by other family members. This is supported by the finding that *Ctsb* and cathepsin L (*Ctsl*) double KO mice exhibit severe brain damage, with neuronal loss and brain atrophy, underscoring the important role of *Ctsb* in brain physiology [48], [49].

Our gene expression data, which show strongly increased expression of *Ctsb* in LAB compared to HAB animals, and the identification of many genetic variations in *Ctsb* between our lines, make it an interesting candidate for further research into its role in the expression of emotional behavior, which (to our knowledge) has never been addressed in *Ctsb* KO mice before.

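Ctsb was represented by 4 probes, of which the others gave -0.28, 0.24 and -0.01 over the 7 regions. Cathepsin L (Ctsl), a related protease, stood at 0.13 (SE 0.083, adjusted p = 0.876), and cathepsin S (Ctss) of microglia at -0.33 (SE 0.089, adjusted p = 0.19, 6 of 7 regions), tested with limma. Among 31 measured genes of lysosomal proteases and the lysosome, 2 fell in HAB: Gaa, which breaks down glycogen (-0.41, SE 0.079, adjusted p = 0.0113), and the peptidase Tpp1 (-0.45, SE 0.089, adjusted p = 0.0167), each in 7 of 7 regions. Tpp1 was mostly near the empty spots, above them on 14 HAB and 21 LAB channels of the 70 arrays. Adjusted over the list alone, 0 were higher and 4 lower. The list as a set was lower in HAB (camera adjusted p = 0.0297; adjusted p = 0.567 with an estimated correlation), with a mean of -0.07 and a median of -0.03, but in the SON it was higher (median 0.15, percentile 99.6 of random lists). Of 16 microglial markers 1 fell (Ly86, -0.39, SE 0.083, adjusted p = 0.0272), which no longer passed in 12 of 23 alternatives, and 2 were lower over the list alone; as a set they did not pass (camera adjusted p = 0.0561). Gaa and Tpp1 no longer passed without 1 of several regions or replicates (adjusted p up to 0.0748 and 0.175), and without the NAc the camera adjusted p of the lysosome list was 0.218.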

The polymorphisms we identified do not affect protein structure, but could definitely affect either mRNA stability [50], or the recruitability of transcription enhancing or repressing factors [16], [51], [52]. Here, we demonstrated a pronounced effect of *Ctsb* deficiency on anxiety- and depression-like behaviors in mice. Although our major findings are restricted to female mice, we could also find moderate signs of increased anxiety and decreased explorative drive in male *Ctsb*-deficient animals. Grooming frequency on the EPF was higher in the HET group compared to both KO and WT mice, pointing to more displacement activity, i.e. arousal. Similarly, the frequency of explorative head-dips was lower in these animals, indicating that the effects of *Ctsb* deficiency can also be observed in male mice. As already supported by other KO studies [53], this modest effect could be compensated for by other factors (e.g., other cathepsins) in the complete KO mice. Compared to male mice, females showed pronounced differences on numerous measurements in the OF test and FST. These clearly underline *Ctsb* deficiency as a cause of increased anxiety-related and depression-like behaviors [46]. Similar results, regarding the relationship of *Ctsb* with changes in the brain, have so far only been shown in connection with the urokinase-type plasminogen activator receptor that participates in the functioning, development and disorders of the speech cortex, with a link to epilepsy [54], [55]. Another hint for the possible brain function of *Ctsb* is that its murine and human variants have similar biochemical properties, and participate in the production of β-amyloid peptides. Thus, lower levels of *Ctsb* could have both neurotoxic and, under certain conditions, neuroprotective effects by causing a decrease in the amounts of β-amyloid peptides [56], [57], [58].

There are many possible reasons for detecting these pronounced differences in female mice only. First of all, the different hormonal constitution might lead to a more distinct effect of *Ctsb* deficiency in males and females. Compensatory action of other gene products might also be more or less effective in different genders, a view which is supported by evidence that these hormones regulate cathepsins [59]. Sexual dimorphism also affects the normal concentrations of corticosterone in mice and rats and cortisol in humans, respectively. Nearly twice the concentration of corticosterone can be observed in females compared to males [60], which could imply a dimorphism caused by different sensitization of receptor mechanisms. Other prominent sexual dimorphisms include the actions of estrogen and testosterone, and the different effects of neuroimmunoendocrine processes [61]. These same mechanisms might account for the differences we observe in prevalence rates for both anxiety and depressive disorders. Most clinical studies dealing with these disorders show that women seem to be affected by them almost twice as frequently as men [62], [63], [64], so differently pronounced action of single candidate genes on specific endophenotypes could well be sex-specific.

Thus, in summary, we demonstrate the functional importance of *Ctsb* in anxiety-related and depression-like behaviors using KO mice. Our findings suggest that *Ctsb*, as well as the other genes we identified as differentially expressed in HAB *vs.* LAB mice, are likely to represent genetic underpinnings of anxiety- and depression-related behaviors. Although our findings in KO *vs.* HET and WT mice were restricted to female mice, they might mirror sexual dimorphisms, and the multifactorial nature of evolutionary old and well-conserved mechanisms regulating anxiety- and depression-like phenotypes.

## Materials and Methods

### Animals and behavioral tests

All animals were kept in the animal facility of the Max Planck Institute of Psychiatry, under standard housing conditions (room temperature 23±2°C, relative air humidity 60±5%, 12 h/12 h dark/light cycle with lights on at 7 am). Animals were kept in groups of two to four per cage, with light levels not exceeding 100 Lux at any time. Mice from each line were selected from generations G16-32, based on their anxiety-related behavior, as measured by their performance on the EPM. The animals were also tested with the TST [15] for 6 minutes to assess their depression-like coping strategy. Through heterozygous breeding, we created litters of mice containing both *Ctsb* deficient animals and control (non-deficient) animals (sequences of genotyping primers are available upon request). 42 male and 55 female mice *Ctsb* KO, HET and their WT littermates [46], [65] were tested for locomotion and anxiety-related behavior in the EPM and OF tests for 5 minutes, for depression-like behavior in the FST and TST for 6 minutes each [15], and for stress hormone response to a 15 minute SRT as described by Touma *et al.* [60]. The OF test we used had illumination of 10 Lux in the central part of the field. To assess explorative behavior, an EPF test [66] was performed for 5 minutes. The apparatus we used for this test consisted of a centered platform of grey polyvinylchloride 40 cm high and 10 cm in diameter, mounted to a wooden plate (42×42 cm) and surrounded by three wooden walls (w×h: 42×58 cm), and left open at the front for observation. The metrics we assessed on the EPF test were the frequency and duration of rearings, the delay before the first rearing, and the frequency of exploratory head-dips over the platform edge and the frequency of grooming behavior, which are indicative of displacement activity.

Testing was started on the *Ctsb* KO mice and their littermates at the age of eight weeks, starting with the EPM test on day 1, and continuing to TST on day 3, OF on day 7, EPF on day 9, SRT on day 11, and FST on day 14. All of the behavioral tests were digitally recorded or video-taped. The results of the EPM test, FST and TST were analyzed as in previous studies [15], [16]. The same evaluation scheme was applied to the EPF test, by counting the frequency of head-dips when mice reached the platform's edge with their shoulder line, the frequency, latency and duration of rearing, and the frequency of grooming behavior. The OF tests were analyzed using Anymaze v. 4.71 (Stoelting&Co., Wood Dale, IL). The order in which the mice were tested was random, and evaluation was performed by a trained observer who was not aware of the lines of the mice. All chemicals and reagents not declared otherwise were purchased from Sigma-Aldrich (Taufkirchen, Germany).

### Ethics statement

The government of Upper Bavaria (Oberbayern) approved our animal experiments (approvals IDs – AZ: 55.2-1-54-2531-64-07 and 55.2-1-54-2531-73-02), which were conducted according to the current regulations for animal experimentation in Germany and the European Union (European Communities Council Directive 86/609/EEC).

### Tissue dissection by micropunching

Animals were anesthetized and killed by decapitation at the age of ten weeks, three days after the TST. For MPIP24k gene expression analysis, six male HAB and LAB mice from breeding generation 16 were used, while for subsequent qPCR analysis, we used eight female HAB, LAB and CD1 mice from generation 22. A further group of eight male mice from each line, from generation 29, was used for micropuncture. The brains of the mice were collected, dissected into 200 µm slices, and mounted from rostral to caudal to Superfrost microscope slides (Menzel, Braunschweig, Germany) in a cryostat (Microm MH50, Microm, Walldorf, Germany). The brain areas of interest were acquired from these slices by micropuncture, through a method described in previous studies [67], utilizing punchers with a diameter of 0.5 and 1 mm (Fine Science Tools, Heidelberg, Germany). The brain regions collected included the Cg, the NAc core and shell, the PVN, the SON, and the BLA, CeA and medial amygdala (MeA). Punches of 1 mm diameter were collected from bregma +1.3 mm to +0.9 mm, twice sampling the tissue medially about 0.5 mm from the dorsal tissue border to receive the Cg, and bilaterally sampling the NAc core, which inevitably included a minor part of its shell around the anterior commissure. Further tissue was collected medially 0.8 mm above the ventral tissue limit (Ø = 1 mm), and bilateral-dorsolaterally from the optic tract (Ø = 0.5 mm), to acquire tissue from the PVN and SON, from bregma −0.56 mm to −0.96 mm. Amygdala tissue samples were collected bilaterally from two slides for each region with 1 mm diameter punches. CeA was collected from bregma −0.96 mm to −1.36 mm dorsomedially from the ventral end of the external capsule, MeA from −1.16 mm to −1.56 mm dorsolaterally from the optic tract, and BLA/LA was collected from bregma −1.36 mm to −1.76 mm from in between the bifurcation of the external capsule. All coordinates were based on the Mouse Brain Atlas [68].

### Tissue laser microdissection

Six male HAB, six male NAB, and six male LAB animals from generation 25 were sacrificed using the previous procedure, except for obtaining 25 µm slices in the cryostat (Microm). Only brain slices containing the brain areas of interest were sampled, including the anterior part of the Cg, the PVN, the SON, the anterior DG, the CeA, and the BLA. For the DG, the same coordinates as for the PVN and SON were used. To cover the whole area of interest, an overall depth of 400 µm per region was chosen. After sampling the Cg, BLA and CeA brain regions, four brain slices were mounted onto an LMD6000 metallic frame slide, which was covered with a membrane of polyethylene terephthalate (Leica Microsystems Deutschland, Bensheim, Germany), while the following four slices were mounted onto Superfrost slides (Menzel). This procedure was repeated for the next eight slices. For the region containing the PVN, SON and DG, only the first two slices were mounted to the LMD6000 frame, with the next two mounted to the Superfrost slides, and so on, again alternating between them. Only the LMD6000 slides were used for further processing, and these slides were stored at −80°C. Before we performed laser-microdissection, the brain slices on the LMD6000 frame slides were stained with cresyl violet. Our staining protocol started with staining the slides for 90 seconds in cresyl violet, followed by washing them in 70% and 96% ethanol for 20 seconds each, and finally washing them in isopropanol for 5 minutes. The slides were refrozen after staining, and were then processed with the laser-microdissection microscope (AS LMD, Leica). For dissecting these brain areas, we chose a magnification of 100×, laser power between 80–100%, and speed varying between 1 and 4. Cut-out brain areas were stored in the caps of 0.2 ml PCR soft tubes (Biozym Scientific, Hessisch Oldendorf, Germany), and were cooled with dry ice immediately after the completion of one brain region.

### Total RNA isolation and amplification

Total RNA was extracted in presterilized 1.5 ml safelock tubes (Eppendorf, Hamburg, Germany), using a standard TRIzol (Invitrogen, Karlsruhe, Germany) chloroform protocol. After the sample tissue was homogenized by adding 300 µl TRIzol with a pipette, 1 µl linear acrylamide (5 mg/ml, Ambion, Austin, TX) and 60 µl chloroform (Carl Roth, Karlsruhe, Germany) were added, and the samples were vortexed. This was followed by centrifugation for 5 min at 18°C and 13,000 rpm. The RNA was then precipitated by applying 180 µl isopropanol (Carl Roth) overnight at −20°C, centrifuging the sample at 4°C and 13,000 rpm for 30 min, and then washing it twice in 500 µl 70% ethanol (Carl Roth), with ten-minute centrifugation steps at 4°C and 13,000 rpm in between. After the last centrifugation step, all remaining liquid was removed with a pipette, and the pellets were dried in an incubator for 15 min at 45°C and stored solved in 13 µl of water (Ampuwa, Braun Melsungen, Melsungen, Germany).

For the MPIP24k experiment, the total RNA we extracted was amplified and dye-coupled in two rounds, using Ambion's Amino Allyl MessageAmp aRNA kit (Ambion). T7 oligo(dT) primers were used for the first round of reverse transcription to select specifically for mRNA, and random hexamer primers were used for the second round of reverse transcription.

For the Illumina MouseWG-6 experiment, the RNA was amplified using the Illumina TotalPrep RNA Amplification kit (Ambion). 5 µg of material per sample was required for loading the microarray slides. We ensured correct quantification by measuring optic density in a NanoPhotometer (Implen, Munich, Germany), and through additional analysis on agarose gel. Samples not fulfilling all of our homogeneity criteria (samples with inadequate concentrations or size distribution) were excluded from further analysis.

### Hybridization and quantification of the MPIP24k arrays

Ten array slides per brain region (MPIP24k arrays containing 24,192 probes, MPI of Psychiatry, Munich, Germany [69], [70], platform available in NCBI/GEO with accession number: GPL7467; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL7467) – serving as technical replicates - were prehybridized prior to the experiment in a prehybridization buffer, for 1 h at 42°C. The buffer consisted of 125 ml formamide, 62.5 ml 20×SSC, 2.5 ml 10% SDS, 2.5 ml BSA at 10 mg/ml and 57.5 ml of water. The array slides were then washed in water and isopropanol, and dried by three minutes of centrifugation (Megafuge 1.0R, Heraeus, Hanau, Germany) in 50 ml tubes at 1500 g (Sarstedt). Dye-coupled aRNA samples were mixed with the opposite dye-coupled samples of the relevant regions from the other mouse line, and were loaded with a hybridization buffer (consisting of 500 µl formamide, 250 µl 20×SSC, 10 µl 10% SDS, 5 µl mouse-COT1-DNA at 20 mg/ml (Invitrogen) and 40 µl poly adenylic acid at 2.5 µg/µl (Amersham Biosciences) to five arrays each under m-Series LifterSlips (Menzel). All arrays were hybridized at 50°C for 16–17 h in separate hybridization chambers. The arrays were then washed in 2×SSC and 0.1% SDS for 5 minutes at 42°C, for 10 min at room temperature in 0.1×SSC and 0.1% SDS, four times in 0.1×SSC for 1 min each, and finally for 20 s in 0.01×SSC solutions. The slides were dried by three minutes of centrifugation at 1,500 rpm. Then, the arrays were scanned on a PerkinElmer ScanArray 4000 (PerkinElmer Life and Analytical Sciences, Shelton, CT) laser scanner, using automatic focusing and laser power between 60 and 80 for Cy3, and 40 and 70 for Cy5. This ensured that, on average, the same fluorescence intensities were reached in both dyes, and that not more than 1–2% of spots had fluorescence intensities above the saturation point. Quantification of all array data was performed with QuantArray software (GSI Lumonics, Billerica, MA), by applying a fixed-circle quantification protocol, with manual positioning of all grids over the hybridized spots. To provide a negative control for the hybridization and evaluation procedure, excess aRNA was used for an additional hybridization in both Cy3 and Cy5 combinations.

### Hybridization and quantification of the Illumina MouseWG-6 arrays

The platform description is available at NCBI GEO, accession Number GPL4234 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=fjqlzekgyecycng&acc=GPL4234). Each microarray slide had the capacity for six samples. Samples containing the same brain regions were hybridized in the same batch, so a maximum of six individual mice of each breeding line were compared per batch. Reagents and material for the analysis were provided by Illumina. In brief, each sample was mixed with hybridization buffer and loaded onto the designated array field, and the slides were then put into hybridization chambers and incubated for 17 h in Illumina incubation chambers. The arrays were washed in several steps, incubated with Cy3-Streptavidin, again washed several times, and dried by centrifugation. Finally, data on fluorescence was gathered using a BeadStation scanner (Illumina), and analyzed with the BeadStudio (Illumina) software. The manufacturer's built-in controls were also analyzed, including hybridization controls and sample dependent parameters. Only microarrays meeting Illumina's recommended quality control criteria were used for further evaluation.

### Quantitative PCR (qPCR)

Candidate genes were selected for further analysis if they showed at least 40% greater regulation in one region, and at least 30% greater regulation in all other regions, in HAB mice relative to LAB mice, with adjusted p-value<0.05.

Three 200 µm coronal sections were also taken at different brain levels, for representative whole brain analyses. A maximum of 1 µg of total RNA was reverse transcribed with Superscript II (Invitrogen, Karlsruhe, Germany) after DNAse treatment. For quality control, a small aliquot of each cDNA was analyzed on an agarose gel. cDNA of male or female HAB or LAB mice was analyzed by qPCR, using the QuantiFast SYBR Green PCR Kit (Qiagen, Hilden, Germany). The oligonucleotide primers were designed based on the Primer3 algorithm [71], and were then purchased from Sigma-Aldrich. 

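Under the second, looser rule (adjusted p under 0.1, at least 1.3-fold, in at least 3 of the regions), the MPIP24k arrays give 28 genes higher and 35 lower in HAB mice. Beyond the genes of the stricter rule, these include Foxp1, a forkhead transcription factor (0.49, SE 0.083, adjusted p = 0.00289), which was above 0 in 7 of 7 regions, and syndecan 2, a heparan sulfate proteoglycan (-0.65, SE 0.115, adjusted p = 0.00419), which was below 0 in 7 of 7. Syndecan 2 was largest in the NAc (-1.19) and PVN (-1.17), and the mean of its 4 probes did not pass (-0.16, adjusted p = 0.783). The mean of the 3 Foxp1 probes did not pass either (0.20, adjusted p = 0.665). All adjusted p-values are from limma over 7 region values.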

We selected gene products for quantification by qPCR if they showed: significant expression differences between HAB and LAB mice with an adjusted p-value of <0.10, at least 30% greater regulation between lines, and differential expression in the microarray experiment in all, or at least three, analyzed regions. All the primers we used for qPCR are listed in Table S1. Experiments were performed in duplicates on the Lightcycler®2.0 instrument (Roche Diagnostics, Mannheim, Germany) using the following PCR process: initial denaturation at 95°C for 10 min, followed by 40 cycles of denaturation (95°C for 10 s), and then a combined annealing and extension phase (60°C for 30 s). At the end of every run, a melting curve (50–95°C with 0.1°C/s) was used to ensure the quality of the PCR product. Crossing points (Cp) were calculated with LightCycler® 4.0 software (Roche Diagnostics), using the absolute quantification fit points method. The threshold and noise band were set to the same level in all compared runs. Relative gene expression was determined by the 2^−ΔΔCT^ method [72]. Cp were normalized to the housekeeping genes *Gapdh*, *Hprt1*, *Atp2b1*, *Rpl13a* and *Polr2b*, or any combination of two of the mentioned genes. Fold regulation values were calculated relative to the expression mean of the group displaying the lowest expression.

### *In situ* hybridization (ISH)

ISH using ^35^S-UTP labeled ribonucleotide probes was performed as described in previous studies [73], [74] to detect *Syt4* mRNA. Briefly, sets of sections for each riboprobe ISH were fixed in 4% paraformaldehyde, and acetylated in 0.25% acetic anhydride in 0.1 M triethanolamine/HCl. Afterwards, the slides were dehydrated with progressively higher ethanol concentrations, degreased with chloroform, rinsed in ethanol and then air dried. The antisense cRNA probe for *Syt4* (470 bp) was transcribed from a linearized plasmid, and labeled using SP6 polymerase transcription systems, using a standard labeling reaction mixture consisting of 1.5 µg of linearized plasmid, 1× transcription buffer, 0.12mCi of ^35^S-UTP, 1 mM dNTPs, 16.7 mM DTT, 40 U of RNAse inhibitor, and 20 U of the polymerase. The reaction mix was incubated at 37°C for three hours, and the labeled probe was then separated from free nucleotides with spin columns (Qiagen, [74]). The tissue sections (5 sections per slide) were saturated with 100 µl of hybridization buffer (Tris HCl, EDTA, NaCl, formamide, 5 M DTT, Dehnhard's solution, DEPC H_2_0, 50% dextran sulfate) containing 106 cpm ^35^S labeled riboprobe. Brain sections were coverslipped and incubated in humid chambers for 18–22 h, at a temperature of 55°C. After this was done, the slides were rinsed in 2×SSC, treated with RNAse A (20 mg/l), washed in progressively less concentrated SSC solutions, dehydrated by progressively more concentrated ethanol solutions, and air-dried, before they were photographed with Kodak BioMax MR films (Amersham, Braunschweig, Germany) over a 14-day period. Afterwards, the films were fixed, developed, and digitized, and the radiation-induced blackening of different brain regions was quantified by image analysis, using Scion Image (Version 4.0.3.2, Scion Corporation, Frederick, MD) software. Autoradiograms were analyzed by computer assisted optical density readings (relative grey intensity as a measure of relative expression) of the respective area, as well as the relative size of the labeled area. Three to six brain sections of each individual were quantified by an observer unaware of the individual's breeding line, and the highest expression (hybridization signal of a certain region, minus the background signal of a nearby structure that does not express the gene of interest) was used to calculate each mRNA expression, respectively.

### Sequencing of candidate genes

To identify polymorphic sites between the HAB and LAB mice, the *Ctsb* and metallothionein 1 (*Mt1*) coding genes were sequenced, as these were the two candidate genes whose involvement in diverse molecular pathways was best described. In both cases, about 2,500 bp of the gene promoter, all exons and introns (if the latter did not exceed 2,000 bp), and about 2,000 bp of the downstream enhancer regions (DER) were sequenced. Sequencing primers were designed to cover 500 to 600 bp.

Sequencing was also used to verify qPCR reaction products, and their primer binding sites. In this case, the fragments used were between 200 and 500 bp.

DNA was isolated from tail tips using the NucleoSpin Tissue (Macherey-Nagel) kit, from fresh fecal samples as described by Murgatroyd *et al.* [75], or sequencing was prepared based on cDNA. PCR reactions were set up in three HAB and three LAB samples. The primers we used are summarized in Table S4. All amplifications were carried out using *Taq* polymerase (Fermentas, St. Leon-Rot, Germany) in 25-µl reactions with the following procedure: initial denaturation at 94°C for 4 mins, 40 cycles of denaturation (94°C for 1 min each), annealing (52–66°C for 1 min) and extension (72°C for 1 min), followed by 10 min of final extension at 72°C. 15–20 µl of PCR or qPCR product were purified by washing the sample twice with nuclease-free water, using the NucleoFast 96 PCR Clean-up kit (Macherey-Nagel). Clean-up plates were centrifuged at 9°C and 4,500 g for 10 min (Heraeus Multifuge 4KR, Thermo Fisher Scientific, Waltham, MA), and resolved for ten more minutes in 25 µl of water on a shaker (Eppendorf). 2.4 µl of cleaned up PCR product was used for the sequencing reaction (BigDye Terminator Kit, Applied Biosystems, Foster City, CA), with 1.2 µl of sequencing buffer, 0.4 µl BigDye reagent and 1 µl of the forward primer per sample. If sequencing reaction results were unclear or unreadable, the sequencing reaction was also performed with the reverse primer. Sequencing reactions were set up on ThermoFast 96 PCR plates (ABgene, Hamburg, Germany) using a PTC-225 Gradient MultiCycler (MJ Research, Miami, FL) using the following procedure: initial denaturation at 96°C for 1 min, 35 cycles of denaturation (96°C for 10 s), annealing (50°C for 5 s), and finally extension (60°C for 4 min). Sequencing reaction products were purified by washing them twice in 20 µl injection solution, using Montage SEQ96 plates (Millipore, Billerica, MA) on a vacuum pump (Biomek 2000 Laboratory Automation Workstation, Beckman Coulter, Fullerton, CA), and the reaction products were then transferred to 96 well plates. Sequences were determined by capillary electrophoresis on a 3730 DNA Analyzer (Applied Biosystems) at the HelmholtzZentrum's Institute of Human Genetics (Neuherberg, Germany). Sequence analysis and comparison were done using FinchTV Ver. 1.2 (Geospiza, Seattle, WA) and BioEdit Ver. 7.0.2 (Tom Hall, Ibis Biosciences, Carlsbad, CA) softwares.

### Statistical analysis

All data, except for data from high throughput gene expression profiling, was analyzed using SPSS Ver. 16.0.1 (Chicago, IL). The Kruskal-Wallis test (KWH) was used for comparisons over more than two groups, with subsequent Mann-Whitney tests (MWU), as well as sequential Bonferroni correction for multiple testing (if applicable).

For statistical evaluation of the MPIP24k arrays, analytic methods were applied as described in previous studies [76], [77]. In brief, an MA-plot was first generated to display the raw fluorescence intensities of Cy5 (R) and Cy3 (G), with *M = log_2_ R/G* and *A = log_2_* 

. The data were then normalized to exclude systematic and technical errors. The data were first normalized twice, by subtracting a function *c* from the logarithms of the fluorescence intensities (*log_2_ R* and *log_2_ G*). First, a global normalization was performed, based on the assumption that R and G correlate:
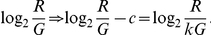
In the second normalization step, an intensity-dependent normalization was added, which was done by applying a LOESS smooth operation, as described in the R software package (http://www.r-project.org). This was calculated with:
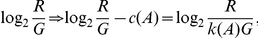
where c(A) stands for the LOESS smooth of the MA-plot. 40% of the values in the MA-plot were used to calculate the LOESS smooth. In several subsequent normalization steps, we minimized differences that resulted from an unequal distribution of probes in the array production, or from unbalanced fluorescence intensities within one array slide. All data were then merged into a matrix. P-values for multiple testing were calculated by permutation, and are therefore called adjusted p-values.

For the Illumina Mouse WG arrays, Illumina BeadStudio gene expression results were analyzed using a statistical procedure similar to the one for the MPIP24k experiment. All analyses were performed using R-packages, based on ‘beadarray’ described by Dunning *et al.* [78], which simplifies comparisons between high numbers of arrays. First, pair-wise box plots were generated to compare the mean amount of expression within each line and brain region. Normalization for expression values was applied to all samples with the ‘QSpline’ function. Clustering using the ‘hclust’ function shows that each brain region per line shows similar expression patterns. Three samples from different brain regions were identified as inadequate during the scan process, and have therefore been excluded from further analysis. For differential expression analysis, the functions of the ‘limma’ package were applied to *log_2_*-transformed values. The resulting matrix has been used for all subsequent analyses. Significantly regulated genes were ranked using an empirical BAYES method, as implemented in the limma R-package [79], [80].

## Supporting Information

Table S1 List of primers for qPCR with chromosomes and exons the primers hybridized to. List is sorted alphabetically according to the gene symbols. Candidate genes from the gene expression microarray experiment are marked by asterisk after the gene symbols, all others were used as housekeeping genes.
(DOC) Click here for additional data file.

Table S2 Variations identified in or around the amplified fragments used in qPCR. Variation type refers to single nucleotide polymorphisms (SNPs), deletions or insertions, the genomic position to the physical position on the respective chromosome (Mouse Genome Build 37), HAB and LAB to their line-specific allele, location in the gene to the functional structure of the variation locus, relative (rel.) position to the gene locus, position in mRNA to the spliced mRNA and SNP identifier to already described polymorphisms.
(DOC) Click here for additional data file.

Table S3 Variations identified in the cathepsin B *(Ctsb)* gene. Variation type refers to single nucleotide polymorphisms (SNPs), deletions or insertions, the genomic position to the physical position on chromosome 14 (Mouse Genome Build 37), HAB and LAB to their line specific allele, location in the gene to the functional structure of the variation locus (downstream enhancer region: DER), relative (rel.) position to the *Ctsb* locus, position in mRNA to the spliced mRNA and SNP identifier to already described polymorphisms.
(DOC) Click here for additional data file.

Table S4 Primer sequences used for sequencing of the cathepsin B (*Ctsb*), metallothionein 1 (*Mt1*) genes as well as for the fragments analyzed by qPCR including the PCR fragment length resulting from each reaction.
(DOC) Click here for additional data file.

# Supplementary material for: Profiling Trait Anxiety: Transcriptome Analysis Reveals Cathepsin B (Ctsb) as a Novel Candidate Gene for Emotionality in Mice
**Source:** PLoS One. 2011 Aug 29;6(8):e23604. doi: 10.1371/journal.pone.0023604
**Supplement:** Table S1 — List of primers for qPCR with chromosomes and exons the primers hybridized to. List is sorted alphabetically according to the gene symbols. Candidate genes from the gene expression microarray experiment are marked by asterisk after the gene symbols, all others were used as housekeeping genes.

**Table S1**

# Supplementary material for: Profiling Trait Anxiety: Transcriptome Analysis Reveals Cathepsin B (Ctsb) as a Novel Candidate Gene for Emotionality in Mice
**Source:** PLoS One. 2011 Aug 29;6(8):e23604. doi: 10.1371/journal.pone.0023604
**Supplement:** Table S2 — Variations identified in or around the amplified fragments used in qPCR. Variation type refers to single nucleotide polymorphisms (SNPs), deletions or insertions, the genomic position to the physical position on the respective chromosome (Mouse Genome Build 37), HAB and LAB to their line-specific allele, location in the gene to the functional structure of the variation locus, relative (rel.) position to the gene locus, position in mRNA to the spliced mRNA and SNP identifier to already described polymorphisms.

**Table S2:**

| **Gene** | **Variation type** | **Genomic position** | **HAB** | **LAB** | **Location in the gene** | **Rel. position** | **Pos. in mRNA** | **SNP identifier** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Hmgn3* | SNP | 83,005,853 | A | G | Exon 5 | 34,440 | 524 | rs13474367 |
| *Hmgn3* | SNP | 83,004,015 | C | T | Exon 6 | 36,278 | 1,249 | rs13474366 |
| *Pdhb* | SNP | 8,998,797 | T | G | Exon 10 | 6,666 | 1,148 |  |
| *Stx3* | SNP | 11,851,695 | T | A | Intron 13 | 42,199 |  | rs36877510 |
| *Stx3* | SNP | 11,850,873 | C | A | Exon 15 | 43,021 | 1,757 | rs30797387 |
| *Stx3* | SNP | 11,850,865 | C | G | Exon 15 | 43,029 | 1,765 | rs31307540 |
| *Stx3* | SNP | 11,850,852 | G | A | Exon 15 | 43,042 | 1,778 | rs30854920 |
| *Stx3* | SNP | 11,850,826 | G | A | Exon 15 | 43,068 | 1,804 | rs30499364 |

# Supplementary material for: Profiling Trait Anxiety: Transcriptome Analysis Reveals Cathepsin B (Ctsb) as a Novel Candidate Gene for Emotionality in Mice
**Source:** PLoS One. 2011 Aug 29;6(8):e23604. doi: 10.1371/journal.pone.0023604
**Supplement:** Table S3 — Variations identified in the cathepsin B (Ctsb) gene. Variation type refers to single nucleotide polymorphisms (SNPs), deletions or insertions, the genomic position to the physical position on chromosome 14 (Mouse Genome Build 37), HAB and LAB to their line specific allele, location in the gene to the functional structure of the variation locus (downstream enhancer region: DER), relative (rel.) position to the Ctsb locus, position in mRNA to the spliced mRNA and SNP identifier to already described polymorphisms.

**Table S3:**.

# Supplementary material for: Profiling Trait Anxiety: Transcriptome Analysis Reveals Cathepsin B (Ctsb) as a Novel Candidate Gene for Emotionality in Mice
**Source:** PLoS One. 2011 Aug 29;6(8):e23604. doi: 10.1371/journal.pone.0023604
**Supplement:** Table S4 — Primer sequences used for sequencing of the cathepsin B (Ctsb), metallothionein 1 (Mt1) genes as well as for the fragments analyzed by qPCR including the PCR fragment length resulting from each reaction.

**Table S4**

How the deposited data were processed for this re-analysis (not part of the article)

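The data are 70 two-colour hybridizations of the MPIP24k cDNA array, 10 for each of 7 brain regions of male mice (PVN, BLA, CeA, NAc, MeA, Cg and SON). In each region RNA of 6 HAB mice was pooled and hybridized against a pool of 6 LAB mice of the same age, 5 times with HAB in Cy3 and 5 times with HAB in Cy5. Every array holds both lines, and the 10 arrays of a region are technical replicates of 1 HAB pool and 1 LAB pool. Condition, region, dye and replicate number were taken from the sample labels. Which scanner channel held which dye was read from the header of each scan; on 3 arrays the dye of 1 channel was empty there and was read from the name of its scan image. The labels give the region MeA, and no array of the dentate gyrus is among the samples. The Illumina arrays, the qPCR and the in situ hybridization have no files here and were not analysed.

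For every array the authors deposited scanner intensities, the intensity of each spot and of its surroundings in both channels on a linear scale, with no normalization. The authors also deposited a value table with log2 ratios per spot, normalized as their methods describe and filtered to 8456 to 18770 values per region. Its columns have medians of -0.007 to 0.011, so these log2 values are centred, and their direction was tested against the scanner intensities of the same array. The intensities were used for all values given, and the table of log2 ratios was used as an alternative.

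The array has 24192 spots in 48 print-tip blocks of 24 by 21. After 1368 control and empty spots were left out, 22824 probes remained. Names were matched to gene symbols by identifier, by name or by symbol: 7495 spots were paired with 5201 symbols, 12607 are shown by the name that the array gives, and 2722 have no name. For genes with several probes the brightest over all arrays stands for the gene, and for several genes the other probes are given beside it.

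Intensities were background corrected with the normexp method of limma (offset 50), which uses the local background, 0 for 79.8% of the spot values. Each array was then normalized by a loess smooth over 40% of its spots and by the median of each print-tip block. Ratios were turned to HAB over LAB and averaged first within a dye orientation and then over both, so that dye effects cancel in a region's mean. A probe was tested over the regions when it was above its local background on at least 35 of 70 arrays of either line. Since most background values are 0, this removed no probe. Signal over the empty spots (median plus 2 median absolute deviations of 1170 empty spots) was therefore also counted, and 6955 probes passed it. Median intensities of the arrays ran from 134.9 to 2473.5 against 40.0 to 939.9 for the empty spots, and at most 23 spots of an array were saturated.

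The line difference shared by the regions was tested with limma (an intercept over 7 region values, with moderated variances), with Benjamini-Hochberg adjustment and a threshold of 0.05. These p-values weigh the mean over the regions of 1 pair of pools against this moderated variance. They are too small as p-values of the lines. Nor do they measure evenness: Rab6 (SD over regions 0.544) had a smaller adjusted p than Zfp672 (SD 0.105). Within a region a probe was counted at a mean of at least 1.3-fold with all 10 arrays in 1 direction, and beside it limma was run over the 10 arrays with a dye term. A difference between regions was tested with limma's F-test over the 70 arrays. Both array-level tests compare 2 pools, not 2 lines. Gene lists with at least 5 measured genes were tested with camera (preset correlation 0.01, and an estimated one) and with fry, and in single regions by the median of their members against 10000 random lists matched on intensity. Of 542 list members, 429 were matched to the array. The lists are those of choroid plexus and ependyma, oligodendrocytes, astrocytes, microglia, endothelium and pericytes, excitatory, inhibitory, striatal, hypothalamic, thalamic and hippocampal neurons, the qPCR candidates, lysosome, exocytosis, metallothioneins, stress axis, neuropeptides, GABA, monoamines, glutamate receptors, oxidative phosphorylation, ribosomal proteins, immediate early genes and purinergic genes. The lists of blood, of the qPCR reference genes and of earlier HAB/LAB candidates had 3, 4 and 3 measured genes and were too small for a test.

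Named genes follow a rule fixed before the data were examined: all genes the paper names, the 10 largest differences in each direction among those past the test over regions, the 2 largest per direction and region among the pool counts, and 2 to 4 members of each list with the smallest adjusted p. Fig. 1B and Fig. 2 of the paper were seen before this rule was written. The text gives part of the genes under this rule, and some are not reported here. Positions on chromosomes were to be compared for clustering of the genes, but 29 of 63 genes past the test (46%) have a position, and the test is void and is not given. Regions whose arrays were scanned on 2 days are the BLA (7 and 3 arrays), CeA (2 and 8) and Cg (6 and 4). The smaller days of the CeA and Cg hold 1 dye orientation, so no value within these days can be had.

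Alternatives were other background corrections, other loess settings, median centring, the authors' table, other filters on dim probes, each replicate or region left out, single dye orientations, region or replicate number as a block, the scanning day, the second selection rule, a permutation p, and other set tests. The procedure was tested on simulated data with 200 probes planted at each size: at a log2 difference of 0.38, 94 of 200 passed the test over regions, at 0.5, 159, and at 1 and 2 all 200, while 27 of 22024 probes with no shared difference passed; all simulated probes were given region differences drawn from those measured. The first selection rule found 4, 8, 166 and 199 of the 200 probes of these sizes and 0 of the probes with no shared difference. With array noise alone and no difference in any region, 27 to 41 of 22824 probes were counted per region and 0 passed the array-level test. Tools were R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.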

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

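The tests chosen only after the result was seen are that of the whole Syt4 transcript and, for the probes lower in both the NAc and the Cg, those of matched intensity, of other probes of the same genes, of 1 transcript, of spots lying next to each other and of the authors' table.

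Over the 7 regions, 69 probes passed the test and at most 23 did when the line sign of whole regions was turned, so chance among the regions of these pools can be excluded; all regions come from the same mice, and a chance difference between the 2 sets of mice was not tested. In the same sense chance can be excluded for the genes meeting the study's first selection rule (11, at most 0 in the other splits). For the gene lists past camera it cannot be excluded (2, and 2 in the highest other split). At array level chance among the 10 arrays of the same pools can be excluded in each region, which says nothing of how pools of other mice vary: the probes passing were 88 in the PVN (highest other split 0), 23 in the BLA (0), 16 in the CeA (1), 290 in the NAc (1), 26 in the MeA (0), 121 in the Cg (0) and 18 in the SON (1); in each of these tests the real split was 1 of the splits counted, and for the lists 8 of 64 reached as many.

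Ttr was far lower in the HAB pool of the BLA than in the other regions (-1.79; the region effects were unequal, adjusted p = 1.14e-11, and for its other probes 2.5e-15 and 2.7e-12, which cannot show a difference confined to the BLA because these 2 probes lie at the empty spots elsewhere), and on the third probe alone 1 BLA array with HAB in Cy5 (replicate 5) stood apart from the others at -4.21. Uneven signal on the slides is argued against by the 21 spots next to the Ttr spots, whose median was -0.01. A candidate explanation is choroid plexus tissue in the LAB pool of the BLA: the median of the other markers above the empty spots was -0.77, at percentile 0.2 of random lists, but these were only 2 genes, Enpp2 (-1.49) and Cldn2 (-0.04). With 2 markers that differ, tissue carried into a pool and a difference of the lines in the BLA cannot be told apart. On these arrays a line difference stays open and untested, since the BLA has 1 pool per line. The paper states that the Ttr difference in the BLA could not be verified, by a later test that has no files here.

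One Syt4 probe was higher in HAB in the BLA, CeA and SON (mean 1.25 over the 3 regions; unequal over the 7 regions, adjusted p = 7.9e-16). Uneven signal around the spot is argued against by its 8 neighbours, whose median was 0.06. A difference of the whole Syt4 transcript is argued against by the other 2 Syt4 probes above the empty spots, whose median over the same regions was 0.04. The brightest probe stood apart in the SON (0.60; adjusted p over regions 0.0101), and a further probe was unequal over regions as well (adjusted p = 0.013), higher in HAB in the MeA (0.80, 10 of 10 arrays). A transcript form that this probe alone binds, or another transcript that it binds, may account for it and was not tested.

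A group of 88 probes of 87 genes was lower in HAB in both the NAc (median -0.93) and the Cg (-0.75), with 68 of them above 0 in the CeA; it holds probes of Mobp (unequal over regions, adjusted p = 1.12e-15) and Cnp, although oligodendrocyte markers as a list do not go this way (medians 0.13 in the NAc and 0.08 in the Cg), and 12 probes that also passed the test over all regions, such as those of Slc25a17, Mmp15, Zfp672, Mt1, Ccdc104 and 5230400G24Rik. Bias of bright spots is argued against by 688 probes matched on intensity (median 0.02 in the NAc) and uneven signal by 576 neighbouring spots (-0.07); in the authors' table, looked at after the result was seen, 76 of the 77 of these probes it holds in the NAc were below 0 (median -0.63) and 78 of 79 in the Cg (-0.60), but Cnp stood at 0.04 and Mobp at -0.12 in the NAc. For the 21 of the 87 genes that have other probes, a line difference of the named genes is argued against by these (25 in all, median 0.05, SD 0.32; 22 without the genes of the 12, median 0.05), and 1 transcript alone by the spread of the 88 in the CeA (SD 0.54 against 0.32 in matched probes), but this rests on the 12: without them, a step added after the result was seen, the SD is 0.32 and 1 transcript cannot be excluded for the rest. Spots of the group lying close together were noticed and then counted: 13 pairs lie next to each other on the array, against a highest of 7 in 1000 draws of matched spots, and they cover 21 of the 88 probes, but the count repeats what prompted it, so that cDNA carried between spots stays an open explanation for part of the group. What the other probes of the group share stays open, and whether other pools of the lines would show it was not tested.

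Among 113 groups of 7 regions or 10 arrays, 9 held a value far from the others, where chance gives about 5.7. The remaining ones were Hbb-b1 in the SON (1.88), Npy in the CeA (-0.52), Hba-a1 in the SON (0.43), Ly6c1 in the Cg (-0.38), Grin2c in the CeA (-0.47) and Adora2b in the MeA (0.71).

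The line difference was unequal over regions, by the F-test at array level, in 29 of 104 named genes, most of which are given here. For genes past the test over regions, the adjusted p was 1.23e-07 for Hbb-b1, 0.0111 for Hmgn3, 0.000735 for Mt1, 2.83e-06 for Rab6, 0.0027 for Slc25a17, 6.36e-12 for clone 5730540D15, 1.39e-08 for cellular nucleic acid binding protein, 0.0386 for SMT3 homolog 2, 0.000716 for protease, serine, 25, 6.67e-05 for Plekhf1, 0.00144 for clone 9530055M18, 0.000148 for hematopoietic cell signal transducer and 0.000542 for syndecan 2. For the other named genes it was 0.0208 for Avp, 0.0313 for Chn1, 1.03e-06 for Nrgn, 0.000997 for Tac1, 0.0183 for Rora, 0.0374 for Prox1, 0.0063 for Syt11, 1.15e-05 for Ndufv1, 0.000541 for Rpl10a, 0.0169 for Rpl15 and 2.79e-08 for Egr1.

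Genes that the paper does not name were among the largest differences over the 7 regions: clone 5730540D15 (2.15), cellular nucleic acid binding protein (1.95), SMT3 homolog 2 (1.45), protease, serine, 25 (0.93), Plekhf1 (0.88), clone 9530055M18 (0.84) and hematopoietic cell signal transducer (0.80) toward HAB, and unnamed spot 371 (-0.65), syndecan 2 (-0.65) and 2610528A11Rik (-0.61) toward LAB. By limma over the regions, clone 9530055M18 passed in 22 of 24 alternatives and hematopoietic cell signal transducer in 22 of 23. With HAB in Cy5 alone they gave 0.28 (adjusted p = 0.288) and 0.46 (adjusted p = 0.152) and did not pass. The mean of all probes of the clone did not pass either (0.38, adjusted p = 0.0544). Some of the genes listed lay mostly near the empty spots in HAB, in LAB or in both, so that the size of their difference is uncertain. Of the 70 arrays, unnamed spot 371 was above the empty spots on 6 HAB and 14 LAB channels and 2610528A11Rik on 19 and 35. SMT3 homolog 2 was above them on 50 and 19 and protease, serine, 25 on 44 and 23.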

How the results depend on the processing

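The alternatives of the scanning day, of probes above the empty spots, of the replicate block in the array-level test of each region and those without the probes lower in both the NAc and the Cg were chosen only after the data had been seen; the others were set before the data were examined. Of the named genes, 2364 values over all alternatives kept their side of the threshold, 41 no longer passed and 23 newly passed; of the 2364, 72 turned direction (32 of them with a single dye orientation), all of genes past the test neither before nor after. Of the list tests, 506 kept their side, 27 of them with a turned direction and past in neither. Of the others, 28 no longer passed, all of the qPCR candidate and lysosome lists, and 2 newly passed. All 131 values of Syt4 and Ttr in the regions the paper names moved by less than their spread, although the brightest Syt4 probe, near 0 in the BLA and CeA, changed sign in some. For the values that changed, the cause was not tested unless fewer arrays or probes are named.

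Probes past the test over the 7 regions were 29 higher and 40 lower in HAB. Lower counts moved to 18 with median centring only, to 24 with the authors' table (20 higher; fewer probes tested, 4180) and to 26 with the larger scanning day alone. With the 70 arrays and region as a random block 91 were higher and 145 lower, with HAB in Cy3 alone 182 and 188, and with HAB in Cy5 alone 118 and 210, where dye effects do not cancel. Without 1 replicate the counts ran from 24 to 30 higher and from 27 to 37 lower, and without 1 region from 21 to 39 and from 26 (without the MeA) to 39.

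Probes counted between the pools were 635 higher and 893 lower, summed over regions. With limma and a dye term they were 186 and 396, with the replicate number as a block 61 and 108, and with the permutation p of the methods 47 and 87. Without 1 replicate they were 1085 to 1188 higher and 1332 to 1561 lower, as fewer arrays must share a direction. Without the probes lower in both the NAc and the Cg they were 607 and 671, and the NAc, Cg and CeA held 366, 275 and 198. With the scanning day as a term the array-level test gave 22 probes in the BLA, 14 in the CeA and 109 in the Cg. Candidate genes by the first rule were 11; the second rule gave 63 and the array-level test in every region 4.

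The list of qPCR candidates (camera adjusted p = 0.0297) no longer passed with no background correction (0.0509), plain subtraction (0.0538), median centring (0.114), an estimated correlation (0.322), all probes of the list (0.856) or the larger scanning day (0.0809), and ran from 0.0139 to 0.0577 without 1 replicate and from 0.0192 to 0.0883 without 1 region. The lysosome list gave 0.0509, 0.0538, 0.114, 0.567, 0.332 and 0.0809 in the same order, 0.1 with the authors' table and 0.313 with fry, 0.0264 to 0.15 without 1 replicate and 0.00203 to 0.218 without 1 region. The microglia list passed with a loess span of 0.3 (0.0453) and without the MeA (0.0192), and ran up to 0.318 without 1 region. Cnp in the NAc, lower in HAB on the intensities, was at 0.04 in the authors' table, the 1 counted value that turned its direction.

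Replicate numbers were checked for pairing between the dye orientations: over 35 pairs the correlation across probes, which are not independent, ran from -0.05 to 0.04, 0 exceeded 0.1, and 8 were highest with their own number, so that no pairing showed. With the replicate block, the array-level probes were 25 in the PVN, 17 in the BLA, 7 in the CeA, 86 in the NAc, 9 in the MeA, 10 in the Cg and 15 in the SON.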

Differences from the paper's values

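No test in this part was chosen after the result was seen. The paper's counts rest on the MPIP24k and the Illumina arrays together, and the values here on the MPIP24k arrays alone.

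For the number of candidate genes differing in all regions, the paper's value is over 300, against 11 here by its first selection rule on these arrays (1.3-fold in every region, 1.4-fold in at least 1, adjusted p under 0.05 over regions). None of the alternatives set before the data were examined reaches it: the second rule gives 63 and a test passed in every region 4. The paper's number of candidates found differently expressed over the regions is 32. Of the 26 matched to the array among the 33 marked in Table S1, 9 passed here, and 8 to 12 under the alternatives. Each of these 9 passed in every alternative that tested it, Mmp15 in 23 of 23 and the others in 24 of 24. Candidates that pass only under an alternative include, with HAB in Cy3 alone, Mbnl1 (0.49 toward HAB, adjusted p = 0.0463) and Slc1a2 (0.55, adjusted p = 0.031); with HAB in Cy5 alone both turn direction (-0.14 and -0.37) and do not pass. These 2 are examples and not all such cases. No alternative that tested them calls Ctsb, Abca2, Enpp5, Ttbk1, Stx3 or Coro7. With the authors' table, only Enpp5 of these was tested over the regions.

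For Abca2, Ctsb, Enpp5 and Ttbk1, the paper's difference between the lines is over 500%. Here it is 4.03% for Abca2, 19.2% for Ctsb, 6.81% for Enpp5 and 4.83% for Ttbk1, and none of the alternatives that hold them reaches the paper's size for any of them. Abca2, Ctsb and Ttbk1 lay mostly near the empty spots (10 and 12 HAB and LAB channels of the 70 arrays above them for Ctsb, 22 and 16 for Abca2, 10 and 7 for Ttbk1), where ratios are drawn to 1, so that for these 3 genes the array values cannot show a gap from the paper.

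The folds of LAB over HAB read by eye from the paper's Fig. 1B are, for Coro7, about 1.7 in Fig. 1B, read by eye, against 0.934 here; for Ctsb, about 2.3 in Fig. 1B, read by eye, against 1.19; and for Mbnl1, about 1.6 in Fig. 1B, read by eye, against 0.888. The folds of HAB over LAB are, for Stx3, about 4.1 in Fig. 1B, read by eye, against 1.01 here; for Abca2, about 2.6 in Fig. 1B, read by eye, against 1.04; and for Enpp5, about 14 in Fig. 1B, read by eye, against 0.936. Coro7 (12 HAB and 8 LAB channels of the 70 arrays above the empty spots), Stx3 (10 and 7), Ctsb and Abca2 lay mostly near the empty spots, so that their folds here are drawn to 1 and show no gap that can be read. The alternatives set before the data were examined leave the differences in place, except for Mbnl1 with HAB in Cy5 alone (1.1), whose value is then less than 1.5-fold from the paper's. On the same scale, the values for Mmp15 (2.33), Mt1 (1.59), Slc25a17 (3.62), Zfp672 (2.09) and Hmgn3 (1.65) lie within 1.5-fold of those read from the figure, and that of Hmgn3 also within 1.5-fold of the 2-fold in the paper's text.

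The paper states that Syt4 is higher in HAB in the CeA, BLA and PVN by qPCR and in situ hybridization, which are other methods and have no files here. On the arrays its second probe was lower in HAB in the PVN (-0.61) and higher in the BLA (1.34) and CeA (0.89), and its brightest probe stood at 0.07, -0.03 and -0.05 in the PVN, BLA and CeA. For Ttr in the BLA the arrays show a difference of the pools (-1.79). The paper names Ttr in this region from the arrays and states that the difference could not be verified. The later test it rests on has no files here. The paper states that Ctsb is strongly higher in LAB mice; here its brightest probe was lower in HAB in 5 of 7 regions (-0.25), and its other probes gave -0.28, 0.24 and -0.01. In the paper's Fig. 1B, read by eye, Coro7 and Mbnl1 are higher in LAB and Enpp5 in HAB; here they stood at 0.10, 0.17 and -0.10 (log2 HAB/LAB), none past the test, and the second Coro7 probe at -0.08, so that the direction of Coro7, near the empty spots, stays open.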

Other observations

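The tests of blood and of the signal around the Hbb-b1 spots were written before the values of the other blood genes were seen, then taken out unrun, and put back word for word and run when the values of Alas2 and Hba-a1 had been seen; the profiles over regions in the next paragraph were compared after the values were seen.

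Of the cell type markers, none shifted between the lines over the 7 regions by camera. In single regions some medians lay at the ends of random lists matched on intensity: inhibitory neurons were high in HAB in the SON (median 0.25, percentile 99.8), excitatory forebrain neurons low in the Cg (-0.29, percentile 0.4), oligodendrocytes high in the SON (0.17, percentile 99.4) and MeA (0.14, 99.5) and low in the CeA (-0.18, 1.8), microglia low in the Cg (-0.19, 0.9) and choroid plexus and ependyma high in the NAc (0.22, 99.4). Cytosolic ribosomal proteins, the machinery of translation, were high in the SON (0.17, 100) and BLA (0.12, 100) and low in the Cg (-0.18, 0) and MeA (-0.11, 0.1). On the larger scanning day alone the Cg gave -0.20 for the ribosomal proteins, -0.19 for excitatory forebrain neurons and -0.04 for microglia, the BLA 0.11 for the ribosomal proteins and the CeA -0.22 for oligodendrocytes. With 24 lists in 7 regions, the less extreme of these values are not unusual; those of the ribosomal proteins are further out, but random lists leave out that members of a list vary together on an array.

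Some genes higher in HAB over the regions had their highest value in the SON and a low value in the CeA. Examples were Hbb-b1 (1.88 and 0.50), Plekhf1 (1.88 and 0.32), hematopoietic cell signal transducer (1.60 and 0.06) and protease, serine, 25 (1.65 and 0.33). Others had their lowest value in the PVN and a high value in the BLA. Examples were Rab6 (1.12 and 2.42), cellular nucleic acid binding protein (1.06 and 2.49) and clone 5730540D15 (0.91 and 2.50). SMT3 homolog 2 went the same way (0.825 and 1.64). Over the 7 regions the other probes gave 2.08, 0.10 and 0.03 for Rab6. Those of the binding protein and of SMT3 homolog 2 gave -0.13 and 0.06. The cause of these like profiles was not tested. Purinergic receptors and ectonucleotidases, the class of Enpp5, had 0 of 17 measured members past the test over the regions and 0 when adjusted over the list alone, by limma (camera adjusted p = 0.668). The striatal list had 1 of 9 members higher (Foxp1), and over the list alone 1 higher and 2 lower; the neuropeptide list had 0 of 19, and over the list alone 0 higher and 2 lower. Of the lists of immediate early genes (16 measured) and hypothalamic neurons (12), 0 members passed, and 1 each was higher over the list alone. The lists of choroid plexus and ependyma, oligodendrocytes, astrocytes, endothelium and pericytes, excitatory, inhibitory, thalamic and hippocampal neurons, stress axis, GABA, monoamines, glutamate receptors and ribosomal proteins had 0 members past the test, over all genes or over the list alone; members are those matched by symbol, and ribosomal protein S3a, which keeps the array's name and passed, is not among them. The camera adjusted p was 0.273 for glutamate receptors, 0.45 for immediate early genes, 0.889 for thalamic neurons and 0.668 for the others. Over all genes, 691 probes were higher and 753 lower at an unadjusted p under 0.05.

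Avp, the vasopressin gene, stood at 0.83 in the PVN and 1.17 in the SON (log2 HAB/LAB) and at 0.32 over the 7 regions (adjusted p = 0.64); its signal was highest in the SON and PVN (9.42 and 9.19 on the log2 scale), as the region labels have it. Of the other markers of regions, Oxt was highest in the PVN and Slc17a7 in the Cg, while Oxt ranked 4 of 7 in the SON and Ppp1r1b 5 of 7 in the NAc, near the empty spots. The striatal Adora2a was highest in the PVN (8.85, above the empty spots on 9 HAB and 8 LAB of 10 arrays) and ranked 3 of 7 in the NAc. The forebrain gene Nrgn, bright in every region, ranked 5 of 7 in the Cg, behind the SON and PVN. The medians of the empty spots ran from 40.0 to 106.1 in the PVN and from 92.1 to 313.7 in the NAc. Slc17a7 too lay above the empty spots on more arrays in the PVN (7 HAB and 7 LAB of 10) than in the Cg (4 and 3). This limit holds for every marker named here, also for Avp and Oxt in the PVN. The ranks therefore cannot decide for or against the labels. Avp lay above the empty spots on 7 HAB and 5 LAB arrays in the SON and on 0 and 0 in the MeA, which goes with the SON label, but Oxt did not follow it. The labels of the regions thus rest on the sample table.

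A hypothesis that more blood in the HAB pools raised Hbb-b1 could not be decided: the mean of the other blood genes over the 7 regions was 0.02, from Alas2 (0.14) and Hba-a1 (-0.10), but these lay above the empty spots on at most 22 and 5 of the 70 arrays. Uneven signal around the spots is argued against, since the 21 neighbouring spots had a median of 0.04.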
